# Photoreceptor cKO of OTX2 Enhances OTX2 Intercellular Transfer in the Retina and Causes Photophobia

**DOI:** 10.1523/ENEURO.0229-21.2021

**Published:** 2021-10-06

**Authors:** Pasquale Pensieri, Annabelle Mantilleri, Damien Plassard, Takahisa Furukawa, Kenneth L. Moya, Alain Prochiantz, Thomas Lamonerie

**Keywords:** arrestin-1, homeoprotein transfer, mouse, Otx2, photoreceptors, retina

## Abstract

In the mature mouse retina, *Otx2* is expressed in both retinal pigmented epithelium (RPE) and photoreceptor (PR) cells, and *Otx2* knock-out (KO) in the RPE alone results in PR degeneration. To study the cell-autonomous function of OTX2 in PRs, we performed PR-specific *Otx2* KO (cKO) in adults. As expected, the protein disappears completely from PR nuclei but is still observed in PR inner and outer segments while its level concomitantly decreases in the RPE, suggesting a transfer of OTX2 from RPE to PRs in response to *Otx2* ablation in PRs. The ability of OTX2 to transfer from RPE to PRs was verified by viral expression of tagged-OTX2 in the RPE. Transferred OTX2 distributed across the PR cytoplasm, suggesting functions distinct from nuclear transcription regulation. PR-specific *Otx2* cKO did not alter the structure of the retina but impaired the translocation of PR arrestin-1 on illumination changes, making mice photophobic. RNA-seq analyses following *Otx2* KO revealed downregulation of genes involved in the cytoskeleton that might account for the arrestin-1 translocation defect, and of genes involved in extracellular matrix (ECM) and signaling factors that may participate in the enhanced transfer of OTX2. Interestingly, several RPE-specific OTX2 target genes involved in melanogenesis were downregulated, lending weight to a decrease of OTX2 levels in the RPE following PR-specific *Otx2* cKO. Our study reveals a new role of endogenous OTX2 in PR light adaptation and demonstrates the existence of OTX2 transfer from RPE to PR cells, which is increased on PR-specific *Otx2* ablation and might participate in PR neuroprotection.

## Significance Statement

OTX2 homeoprotein is expressed in retinal pigmented epithelium (RPE), photoreceptors (PRs) and bipolar cells (BCs). The function of endogenous PR OTX2, which, in contrast with RPE OTX2, is dispensable for PR maintenance, is unknown. We performed PR-specific *Otx2* knock-out (KO) and found that removal of endogenous PR OTX2 leads to impaired arrestin-1 translocation associated with photophobia, specific modifications of PR and RPE gene expression, and to increased transfer of OTX2 protein from the RPE to the PR cytoplasm. Thus, several PR activities, including light adaptation, rely on endogenous nuclear OTX2, while PR neuroprotection seems to require RPE OTX2, highlighting the importance of non-cell-autonomous OTX2 in the adult retina.

## Introduction

OTX2 belongs to the bicoid family of homeoproteins, a large group of evolutionarily ancient proteins characterized by the homeodomain, a 60-amino acid DNA-binding domain, that primarily act as transcription factors (Di Nardo et al., 2018). OTX2 plays essential roles throughout brain and retinal development (Béby and Lamonerie, 2013). In the mammalian retina, *Otx2* expression is critical for retinal pigmented epithelium (RPE) specification, photoreceptor (PR) differentiation and bipolar cell (BC) maturation (Martinez-Morales et al., 2001; Nishida et al., 2003; Koike et al., 2007). In the adult retina, *Otx2* is expressed in the RPE, in most BCs and in all cone and rod PRs (Fossat et al., 2007), where it exerts cell-autonomous and non-cell-autonomous activities (Housset et al., 2013; Kim et al., 2015; Torero Ibad et al., 2020). In particular, *Otx2* expression in the RPE is critical for long-term survival of PRs, which otherwise slowly degenerate in its absence (Béby et al., 2010). RPE-specific *Otx2* KO and RPE-specific expression of *Otx2* in full KO retinas demonstrated that RPE OTX2 is necessary and sufficient for PR maintenance, while its expression in PRs (and BCs) appears dispensable for their survival (Housset et al., 2013). In the RPE, OTX2 coordinates the expression of genes controlling melanogenesis, visual cycle, metal homeostasis and pH regulation, many of them associated with human retinal diseases (Housset et al., 2013). Given the importance of the maintenance functions of the RPE (Strauss, 2005), cell-autonomous defects of the RPE in the absence of OTX2, could well explain the PR death. However, this does not rule out a non-autonomous action of OTX2 produced by the RPE, nor does it shed any light on the role of OTX2 produced by PRs.

Many homeoproteins, including OTX2, can be transferred to cells that do or do not express them (Lee et al., 2019). Several studies have highlighted the importance of exogenous OTX2 for controlling the plasticity of the visual cortex, the maturation of specific BC and the neuroprotection of retinal ganglion cells (RGCs; Sugiyama et al., 2008; Torero Ibad et al., 2011; Kim et al., 2015). Exogenous OTX2 has been shown to work as a canonical transcription factor in target cells (Apulei et al., 2019) but also as a non-canonical extranuclear factor, for instance in mitochondrial energy complex stabilization (Kim et al., 2015). A proteomic study showing OTX2 association with proteins of the mitochondrial energy production complexes and the neurotransmitter secretion machinery in the retina adds support to non-genomic and extracellular functions of this factor (Fant et al., 2015). Whether OTX2 transfer from RPE to PR cells occurs and participates in their neuroprotection is not known.

PRs are specialized neurons that absorb photons and convert light into visual information conveyed to the brain via BCs and RGCs. They develop outer segments that are in contact with the RPE through a specialized extracellular matrix (ECM), the inter-PR matrix (IPM; Ishikawa et al., 2015). PR outer segments are filled with membranous discs that support the proteins involved in phototransduction, including opsin, transducin, rhodopsin kinase, and arrestin. Some of these proteins can translocate back and forth between the outer segment and inner compartments, depending on illumination conditions, to achieve maximal light sensitivity and protection against phototoxicity (Gurevich et al., 2011). PRs are highly energetic cells and their survival relies on proper supply of nutrients and energy production (Country, 2017). *Otx2* expression is maintained in PRs throughout life, raising the question of its intrinsic function. We addressed this by specifically removing OTX2 from mature PR cells and show that this operation affects the translocation of arrestin-1 in response to illumination changes, causing photophobia, and indirectly impacts RPE cells by increasing the transfer of OTX2 from the RPE to inner retinal regions. Together, our results provide evidence of both intrinsic and extrinsic roles for OTX2 in adult PRs.

## Materials and Methods

### Animals

All mouse strains were maintained on a 129/SV background and housed in a 12/12 h light/dark cycle. PR-specific *Otx2* cKO mice were generated by breeding *Crx*-*CreERT2* transgenic mice (Muranishi et al., 2011) obtained from the Riken with *Otx2*^flox/flox^ mice (Fossat et al., 2006). CreERT2 activation was induced at P30 or at the indicated age by a single intraperitoneal injection of tamoxifen (Sigma-Aldrich; 10 mg/ml in sunflower oil) at 100 μg/g of body weight. The *R26^Ai14^* Cre-reporter line *Gt(ROSA)^26Sortm14(CAG-tdTomato)Hze^/*J (Madisen et al., 2010) was purchased from JAX. For all experiments, mice of both sexes were used without distinction. Animal care and experiments were conducted under the protocol PEA#203, approved by the French Government and local ethics committee CIEPAL-Azur, in accordance with the European Communities Council Directive of 22 September 2010 (2010/63/EEC).

### Immunocytochemistry and histologic studies

Eyes were collected and placed in cold PBS, punctured at the level of the ora serrata, fixed in 4% paraformaldehyde (PFA) in PBS for 2 h at room temperature (RT), rinsed three times in PBS, cryo‐protected overnight at 4°C in PBS-sucrose 20%, frozen in Tissue-Tek OCT and stored at –80°C. Sections (14 μm) were mounted onto SuperFrost+ slides (Fisher Scientific). Slides were dried for 1 h at RT, washed three times 5 min in PBS with 1% Triton X-100 (PBST), placed in PBS-100 mm glycine for 30 min at RT, blocked 1 h in PBST containing 10% fetal bovine serum (FBS), and incubated overnight at 4°C with the primary antibodies diluted in PBST with 10% FBS. The next day, slides were washed three times 10 min in PBST at RT, incubated 2 h at RT with the secondary antibodies diluted in PBST with 10% FBS and processed with DAPI staining (5 min at RT in solution of 1 μg/ml in PBS), before mounting in Fluoromount-G (ThermoFisher Scientific). Images were acquired using a wide-field Zeiss AxioPlan microscope or laser scanning confocal microscopes Leica SP5 and Zeiss LSM780.

#### Primary antibodies

OTX2 (goat, 1:500): R&D Systems AF1979, arrestin-1 (mouse, 1:1000): Santa Cruz sc-166383, Rhodopsin (rabbit, 1:1000): Genetex GTX129910, M-Opsin (rabbit, 1:1000): Abcam AB5405, S-Opsin (rabbit, 1:1000): Abcam AB5407, Chx10 (mouse, 1:250): Santa Cruz sc-365519, Crx (rabbit, 1:250): Sigma HPA036762, DS-Red (rabbit, 1:500): Takara (OZYME) 632496, Brn3A (goat, 1:250): Abcam AB144, Pax6 (rabbit, 1:500) Millipore, AB2237, Calbindin (mouse, 1:500): Sigma C9848, and GFAP (rabbit, 1:1000): Invitrogen PA1-10 019.

#### Secondary antibodies

Donkey anti-rabbit (Cy3) 1:500 Jackson ImmunoResearch (JI) 711-065-152, donkey anti-rabbit (Cy5) 1:500 JI 711-065-152, donkey anti-rabbit (Alexa Fluor 488) 1:500 JI 711-065-152, donkey anti-goat (Cy3) 1:500 JI 705-165-147, and donkey anti-mouse (Cy3) 1:500 JI 715-165-150.

For histologic studies, eyes were processed as above. Hematoxylin/eosin staining was performed according to standard protocol. Images were acquired on the AxioPlan microscope (Zeiss) with a color camera.

### Light-dark adaptation

For dark adaptation, mice were exposed to diffuse white light (900-lux intensity at the level of cage lid) for at least 8 h, then put in the dark. Mice were killed and eyes were collected under dim red light at indicated times after dark transition. For light adaptation, mice were put in the dark for at least 8 h, then exposed to diffuse white light (900-lux intensity at the level of cage lid) for the indicated times before eye collection.

### Behavioral tests

Testing was conducted using 7- to 10-week-old littermates that had received one intraperitoneal injection of tamoxifen at P30 (Sigma-Aldrich; 10 mg/ml in sunflower oil, 100 μg/g of body weight). Animals were acclimated for 30 min to the behavioral room before all experiments.

#### Light-dark box test

Dark-adapted mice were individually tested for a total of 25 min in a light/dark box. The box was composed of two compartments: one brightly lit (150 lux) of 19.5-cm width (W) × 29.5-cm length (L) × 30-cm height (H), painted white and lacking a top, the other not lit of 19.5-cm W × 14.5-cm L × 30-cm H, painted black and fully enclosed. A small opening (5 × 5 cm) connecting the two compartments allowed mice to change compartments freely. Before testing, mice were acclimated 30 min in their cages in the testing room in the dark. Each mouse was gently placed in the center of the open side of the box, facing away from the dark side. Mice were video tracked for a total time of 25 min by EthoVision software. The first 10 min allowed mice to explore compartments. An object (white plastic cylinder of 5 cm in diameter, 4 cm high) was then placed in the right corner of the light compartment, opposite to the dark compartment for 5 min. The object was then moved to the right corner of the dark compartment. The object was removed for the last 5 min. The video tracking system was used to monitor behavior and quantify the time spent in the light versus the dark compartment for the entire duration of the test.

#### Openfield test

Mice adapted to normal light conditions were tested for 10 min in an empty and bright square arena (40-cm W × 40-cm L × 30-cm H), surrounded by black walls. A light placed above the open field gave a 100-lux luminance evenly distributed in the open field. Animals were individually placed in the center of the arena and video tracked for 10 min by EthoVision software. Time spent in the center and in the periphery (set as 5 cm from walls) as well as distances traveled and velocity were measured. Anxiety-related behavior was measured by the degree to which the mouse avoided the center area.

### Expression analyses

#### RNA preparation

Control or tamoxifen-injected mice (*n* = 3 for each condition) were killed 0, 2, 4, and 8 d after tamoxifen injection at 3 P.M. Eyes were collected, dissected in cold PBS and fresh retinas were placed in TRI reagent (Sigma). Total RNA was extracted according to manufacturer’s protocol.

#### Semi-quantitative RT-PCR

First-strand cDNA was synthesized using 1 μg of RNA, 5 units of MLV reverse transcriptase (Promega) and 100 ng of random hexamers. For each PCR, 20 ng cDNA were used with Taq Polymerase and specific genes, oligonucleotides in the following PCR conditions: initial denaturation 94°C for 3 min, 30 PCR cycles (15 s at 94°C, 30 s at 60°C, 30 s at 72°C) with an extension step at the end of the 30 cycles (5 min at 72°C). Reactions were run on 1.5% agarose gels stained with ethidium bromide and acquired on a UV imager.

#### PCR oligonucleotides

The following primers were used: *Tyrosinase*, 5′-ATTGATTTTGCCCATGAAGCA-3′ (forward) and 5′-TTCCATCGCATAAAACCTGAT-3′ (reverse); *Tyrp-1*, 5′-TTCACTGATGCGGTCTTTGA-3′ (forward) and 5′-CGAAAATGGCAGCTACAAGT-3′ (reverse); *Mlana*, 5′-ACTGCTGAAGAGGCCGCAGG-3′ (forward) and 5′-TTGGGAACCACGGGCTGATG-3′ (reverse); and *HGPRT*, 5′-ATGAGTACTTCAGGGATTTGA-3′ and 5′-TAAGCGACAATCTACCAGAG-3′ (reverse).

#### RNA sequencing and data analyses

Total retinal RNA was prepared in triplicate from three mice for each condition. Libraries were prepared from 500 ng of total RNA using TruSeq Stranded mRNA LT Sample Preparation kit (Illumina), according to manufacturer’s instructions. Final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Single-end sequencing (50 bp) was performed on the GenomEast Illumina HiSeq 4000 platform. Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14 For alignment, reads were mapped onto mm10 assembly of the mouse genome using STAR v.2.5.3a. HTSeq v.0.6.1p1 software (union mode) and Ensembl 93 release version were used for gene expression quantification and annotation. Comparisons of normalized read counts were performed using R 3.3.2 with DESeq2 v1.16.1 Bioconductor package. Principal Component Analysis was computed on regularized logarithm transformed data calculated with the DESeq2 method. To estimate efficiency of the deletion, for each sample, read numbers for the floxed exon E5 and for the closest neighboring exon E4 were extracted. To compare different samples, the E5/E4 reads ratio of each sample was calculated. For each time point, the mean E5/E4 reads ratio and SD of the triplicate were determined. The % reduction of this ratio at P32, P34, and P38 was obtained by comparing to the E5/E4 reads ratio at P30. RNA-seq data are deposited on GEO (access number GSE 138097). Only genes with a *p* ≤ 0.05 were considered to be changed. All genes with a log2FC ≤ −0.5 were considered downregulated and genes with a log2FC ≥ 0.5 were considered upregulated. The list of ranked genes was processed for gene enrichment and pathway analyses using Gene Ontology (www.geneontology.org), ImPALA (impala.molgen.mpg.de), and GSEA (https://www.gsea-msigdb.org/gsea/index.jsp) softwares. ClueGO (https://apps.cytoscape.org/apps/cluego) was used to group genes into functional classes. The Heatmaps were established using DEseq2 normalized adjusted read counts with Phantasus (https://artyomovlab.wustl.edu/phantasus/).

### AAV vectors

The soluble alkaline phosphatase tag (SoAP) was created by removing the seven leucine residues at the N terminus of SEAP by PCR mutagenesis on pSEAP-basic vector (Takara Bio) with primers designed to add Not I sites at both ends. *OTX2-SoAP* was obtained by fusing the PCR-amplified OTX2 coding region, without its stop codon, in frame with PCR-amplified SoAP coding sequence. SoAP and OTX2-SoAP fusion coding sequences were substituted to GFP in pTR-*Vmd2-GFP* (a generous gift of Dr. W. Hauswirth) to obtain the AAV2-*Vmd2-SoAP* and *AAV2-Vmd2-OTX2-SoAP* donor vectors. All primer information is available on request.

#### AAV production

Donor plasmids were transiently transfected into 293AAV cells together with AAV-Helper and AAV-DJ REP-CAP plasmids (Cell Biolabs). Recombinant AAVs were purified and titrated according to the manufacturer instructions. For each vector, two 10-cm plates were transfected and used for particle production. The average concentration obtained was 5 × 10^8^ genome copies/μl.

### Subretinal injections

Purified AAV vectors were administrated by subretinal injection in the right eye. The left eye was kept as internal negative control. Eight-week-old mice were anesthetized by intraperitoneal injection of a mixture of Rompun 2% (5 μl/g) and buprenorphine (0.1 mg/kg) for analgesia. One drop of tetracaine 1% (unidose collyre, Virbac) was put on each eye for local anesthesia. The pupils were dilated using a drop of neosynephrine 10% (Faure) and a drop of atropine 1% (VT dose, Virbac). The cornea was covered with a drop of Ocry-gel (Tvm lab) and a glass cover slip. Under a binocular microscope, the right eye was punctured at the corneal–scleral junction with a 5-μl Hamilton syringe mounted with a beveled 34-gauge needle. The needle was inserted into the subretinal space to reach its posterior part, at the opposite of the hole. A total of 2 μl of AAV suspension was delivered to create a subretinal bleb, and the needle was left in place 30 s before withdrawal. The eyes were injected with AAV_DJ_-*Vmd2-OTX2-SOAP* or AAV_DJ_-*Vmd2- SOAP* as control at 1.35 × 10^7^ GC/μl.

### Alkaline phophatase detection and quantification

Eyes transduced with AAV particles were processed as above. Frozen slides were dried 1 h at RT and washed three times 5 min in PBS. Endogenous phosphatases were inactivated by 20-min incubation at 65°C. To ensure a better contrast of the NBT/BCIP staining in the RPE layer, pigment was bleached by incubating the slides 10 min at RT in bleaching solution (5% formamide, 0.5× SSC, and 7.5% H_2_O_2_). Slides were then washed three times 5 min in PBS, equilibrated 1 h in alkaline NTMT solution (100 mm NaCl, 100 mm Tris, pH 9.5, 1% Tween 20, and 50 mm MgCl_2_) and incubated with AP‐substrates NBT/BCIP (Roche) 20 min at 37°C. Slides were washed 2 min in H_2_O and mounted in Mowiol. Pictures were acquired on the AxioPlan microscope (Zeiss) with a color camera.

### Imaging, experimental design, and statistical analysis

All series of images used for comparison were processed for immunohistochemistry simultaneously and acquired with the same settings. Images were captured on a laser scanning confocal microscope (Leica SP5) or on a Wide field upright microscope coupled to a color camera (Zeiss axioplan2). Confocal images are maximal intensity projections made by taking the greatest pixel intensity of each xyz point of a 3D image created from the Z-stack and combining them into a 2D image.

For quantifications, images were processed using ImageJ software as explained in the figure legends. The size of samples (*n*) in each experiment presented is specified in each figure legend.

For each animal, three sections were used for quantification and on each section, a minimum of three normalized fields (50 μm wide encompassing the RPE and PR layers) in the region of Interest were processed using ImageJ. For OTX2 quantification, the region of interest was the whole section, for SoAP quantification, the region of interest was chosen within the central 80% of the width of the transduced region avoiding the 10% on each side. Background signal measured on a similar non-stained area of the same section was subtracted. Then the signal in a given area was determined and expressed as its proportion to the total normalized signal of the field. All quantifications are presented as the mean. Error bars indicate SD. Before using Student’s *t* test to compare two groups of data, such as mutants and controls, unequal variance was first assessed by performing the *F* test. All statistical comparisons rejected unequal variance. Unpaired, two-tailed *t* test assuming equal variance was then used to compare mean data from two groups. Minimal statistical significance was fixed at *p* < 0.05; *p* values are represented on the graphs as follows: *p < 0.05, **p < 0.01, ***p < 0.001. All statistical analyses are presented in Table 3.

## Results

### *Otx2* deletion in PRs reveals OTX2 protein transfer from RPE to PR

To achieve conditional ablation of *Otx2* in adult PRs, we crossed the *Crx-CreERT2* transgenic line (Muranishi et al., 2011) with *Otx2^flox/flox^* mice (Fossat et al., 2006), in which Cre-mediated recombination eliminates the second OTX2 coding exon, resulting in the production of a non-functional OTX2 N-terminal peptide that is not detected by OTX2 antibodies. Tamoxifen was administered at P30, and retinas were analyzed 2, 4, 8, and 10 d later (Fig. 1*A*). At P40, while fully maintained in BCs in the inner nuclear layer (INL), OTX2 protein could no longer be detected in nuclei of the outer nuclear layer of cKO mice (Fig. 1*A4*), showing efficient PR-specific *Otx2* ablation in the adult mouse retina. However, we noticed some OTX2 staining in the inner and outer segments of PRs in cKO mice (Fig. 1*A3*). Concomitantly, OTX2 showed weaker intensity in RPE of cKO mice than in RPE of control mice (Fig. 1*B*), suggesting a potential signal inhibiting OTX2 expression in the RPE or that the OTX2 protein found in inner and outer segments originated from the RPE. Quantification of the OTX2 signal in the RPE relative to the one in BCs (Fig. 1*C*) confirmed that OTX2 was decreased by 27% in the RPE of PR-specific *Otx2 c*KO compared with controls, supporting a putative movement of OTX2 protein from the RPE to PR segments. This decrease in OTX2 in the RPE appeared to be stable over several weeks after cKO induction (Fig. 1*D*).

**Figure 1.**
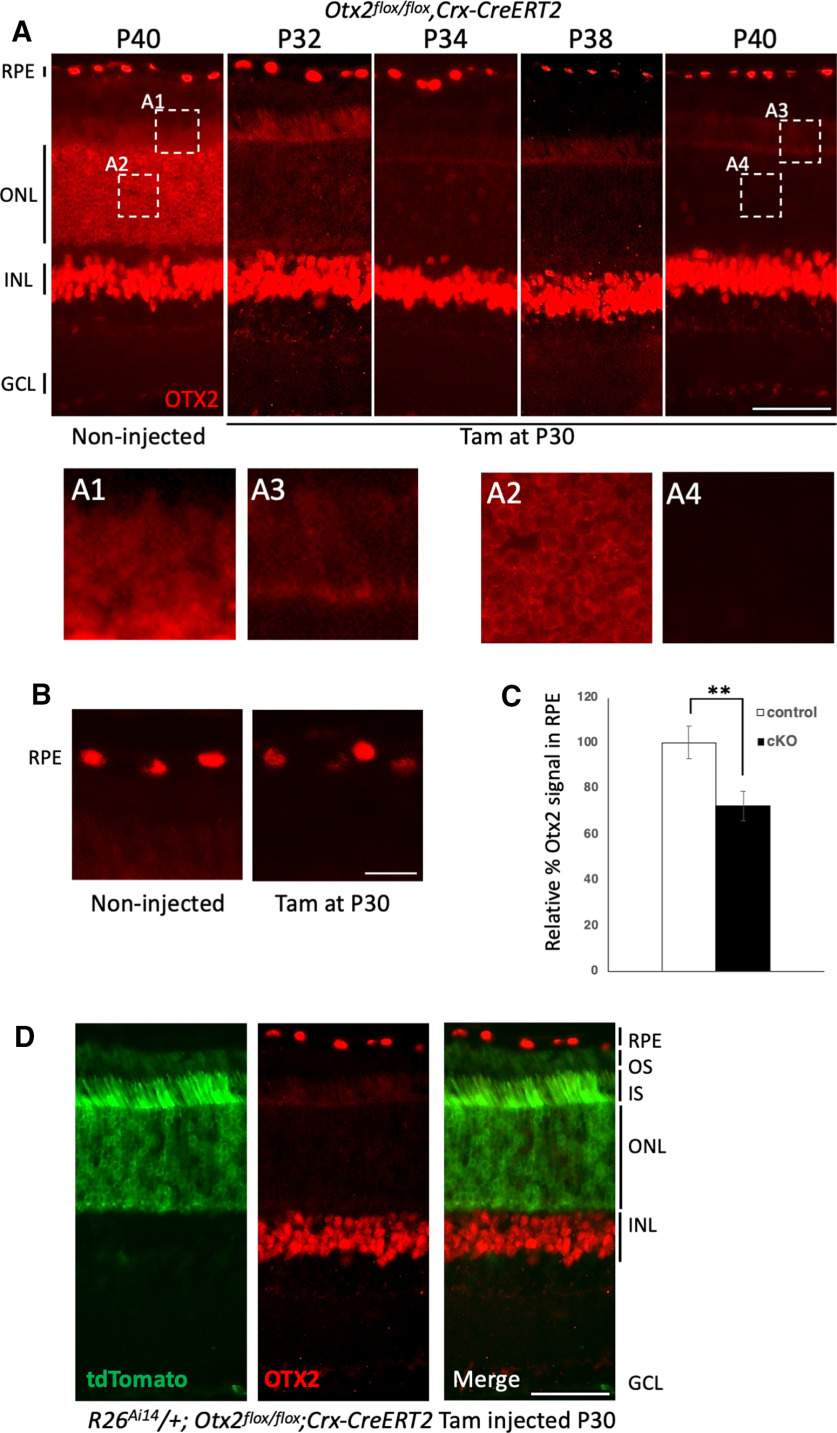
Otx2 specific ablation from PRs affects OTX2 protein level in the RPE. ***A***, Immunodetection of OTX2 in P40 control and P32, P34, P38, and P40 *Crx-CreERT2;Otx2^flox/flox^* cKO mice, tamoxifen-injected at P30. OTX2 is expressed in RPE, PRs (ONL), and BCs (INL). ***A1–A4***, Magnification of boxed ***A1–A4*** areas in ***A***. ***B***, Comparison of OTX2 signal intensity in RPE of P40 control and *Crx-CreERT2;Otx2^flox/flox^* cKO mice, tamoxifen-injected at P30. ***C***, Quantification of OTX2 relative signal intensity in the RPE of indicated mice. ***D***, Immunodetection of OTX2 in P90 control and tamoxifen-injected at P30 *Crx-CreERT2;Otx2^flox/flox^* mice. ***E***, Immunodetection of tdTomato (green) and OTX2 (red) in the retina of *Crx-CreERT2;Otx2^flox/flox^*;*R26^Ai14^* mice 10 d after injection. ONL, outer nuclear layer; INL, inner nuclear layer; OS, outer segments; IS, inner segments. Scale bars: 50 μm (***A***, ***D***, ***E***) and 10 μm (***A1–A4***, ***B***).

Alternatively, the decrease of OTX2 in the RPE could be because of an ectopic expression of the *Crx*-*CreERT2* transgene. While no CRX expression in the mouse RPE has been described, it has been reported in bovine RPE (Esumi et al., 2009). We therefore explored the possibility of *Crx*-*CreERT2* activity in the RPE using the Cre-reporter *Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J* (*R26^Ai14^*) line, which expresses the bright fluorescent tdTomato protein on Cre-mediated recombination (Madisen et al., 2010). *R26^Ai14/+^;Otx2^flox/flox^;CrxCreERT2* mice were tamoxifen injected at P30 and their retina were examined 10 d later (Fig. 1*D*). No tdTomato was observed outside PR cytoplasm and inner segments, ruling out the unwanted action of the *Crx-CreERT2* transgene in RPE cells. This lended weight to the hypothesis that PR-specific *Otx2* ablation depleted OTX2 protein from the RPE, thus reducing the amount of OTX2 remaining in RPE cells. We thus investigated the possibility of a transfer of OTX2 from RPE cells to PRs.

To distinguish OTX2 protein of RPE origin from other sources, we tagged OTX2 with SoAP, a modified version of the thermostable secreted placental alkaline phosphatase SEAP (Berger et al., 1988). As the presence of a secretion signal at the N-terminal end of a SEAP-OTX2 fusion protein could have influenced its location, we created SoAP a non-secreted version of SEAP, by deleting the seven-amino acid N-terminal signal peptide of SEAP. In addition, to limit interference with OTX2 addressing signals, the SoAP sequence was fused to the C terminus of OTX2 (Fig. 2*A*). To achieve RPE-specific expression at a physiological level, we made AAV vectors expressing SoAP or OTX2-SoAP fusion protein under control of the *Vmd2* promoter, which allows moderate, and very specific expression in the RPE (Guziewicz et al., 2013). AAV-SoAP and AAV-OTX2-SoAP were used for sub-retinal injection in P30 *Otx2^flox/flox^* control mice or *Otx2^flox/flox^; CrxCreERT2* mice. Tamoxifen was injected one week later, and retinas were collected six weeks later and processed for alkaline phosphatase (Fig. 2*B*). In AAV-SoAP-injected mice, SoAP was only found inside RPE cells in both control and cKO retinas (Fig. 2*C*). This indicated that the SoAP tag is neutral with respect to the localization of the proteins to which it is fused (Fig. 2*C*,*D*,*D’*). By contrast, in retinas injected with AAV-OTX2-SoAP, alkaline phosphatase staining could be detected in inner retinal regions encompassing the whole PR layer, with enhanced staining in retinas that had underwent *Otx2* ablation in their PR (Fig. 2*C*,*E*,*E’*,*F*,*F’*). Quantification of AP staining distribution between the PR (Fig. 2*G*) and RPE (Fig. 2*H*) compartments showed that while 95–100% of the AP signal was restricted to the RPE in AAV-SoAP injected control and cKO retinas, 32% of the AP signal was located in PRs in control retinas injected with AAV-OTX2-SoAP, and this proportion increased to 42% in cKO retinas.

**Figure 2.**
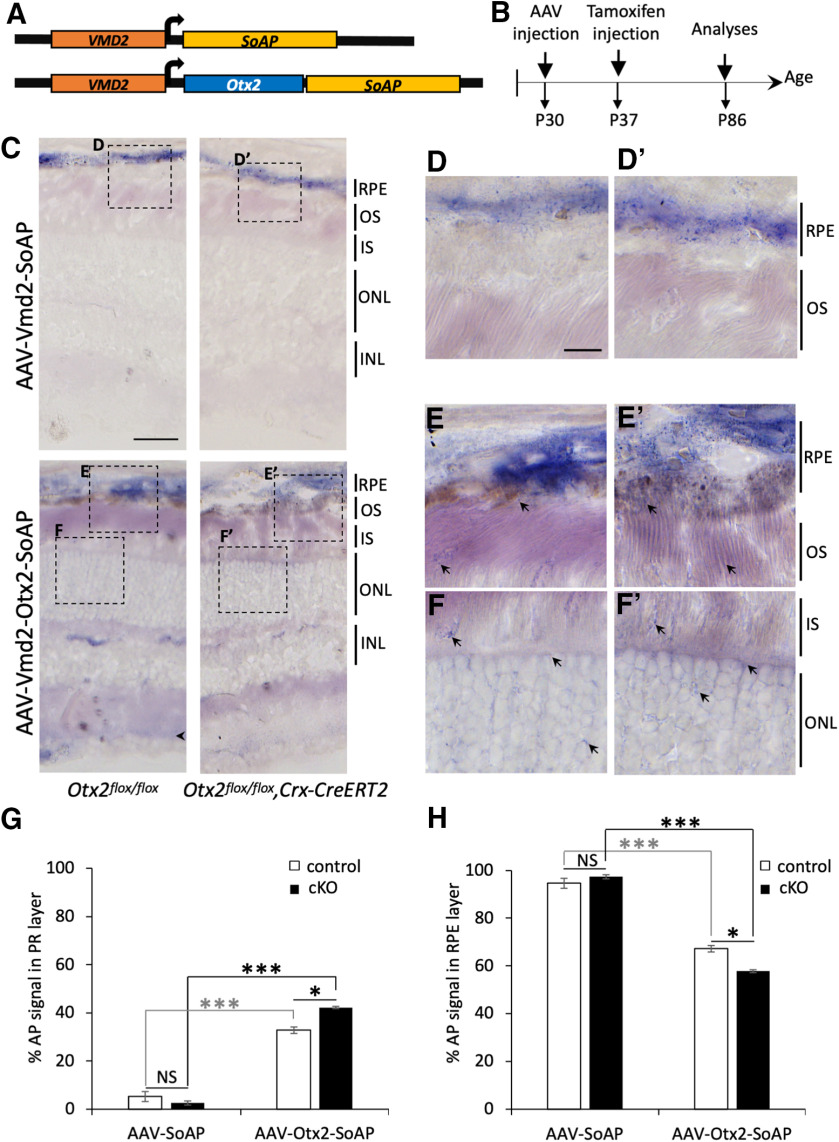
*In vivo* detection of OTX2 transfer from RPE to PRs. ***A***, Schematic structure of the constructs used for the production of AAV derived particles expressing SoAP-OTX2 or SoAP. ***B***, Schematics of the time course for AAV analysis. ***C***, AP staining of retinal sections from *Otx2^flox/flox^* and *Crx-CreERT2;Otx2^flox/flox^* eyes injected with the indicated vectors. ***D***, ***D’***, ***E***, ***E’***, ***F***, ***F’***, Magnification of boxed ***D***, ***D’***, ***E***, ***E’***, ***F***, ***F’*** areas in ***C***. Arrows highlight AP staining in internal regions of retina. ***G***, ***H***, Graph showing the relative signal intensities of AP in the PR layer (***G***) and RPE layer (***H***) of mice injected with indicated vectors (AAV-SoAP: *n* = 2; AAV-Otx2-SoAP: *n* = 3) and cKO (AAV-SoAP: *n* = 3; AAV-Otx2-SoAP: *n* = 2), expressed as a percentage of the total signal. For each mouse a minimum of three normalized fields of the region of interest per section and three different sections were used. In each normalized field, AP signal was determined using ImageJ by subtracting background signal from non-injected regions of the same eye. Error bars indicate SD *p <* *0.05, **p <* *0.01, ***p <* *0.005, statistically significant change (Student’s *t* test). OS, outer segments; IS, inner segments; ONL, outer nuclear layer; INL, inner nuclear layer. Scale bars: 50 μm (***C***) and 20 μm (***D***, ***D’***, ***E***, ***E’***, ***F***, ***F’***).

Together, these results demonstrate a steady transfer of OTX2 protein of RPE origin to PR cells, the rate of which is increased after PR-specific ablation of *Otx2*.

We then analyzed the long-term effect of *Otx2* ablation on retinal histology at P40, P50, P60, P90, and P120 (Fig. 3*A*). Contrary to what was shown in full *Otx2* KO or RPE-specific *Otx2* KO, which led to near-complete PR degeneration at P120 (Béby et al., 2010), retinal histology was preserved in PR-specific cKO mice. At P60, the general PR marker CRX and rod-specific and cone-specific opsins (Fig. 3*B*) showed no difference between control and cKO retinas, indicating normal PR maintenance and integrity. We next examined GFAP expression, a classical marker of retinal damage (Guerin et al., 1990). While in control mice, at P40, P50, and P60, GFAP only labeled astrocytes located in the nerve fiber layer of the retina, GFAP was upregulated in Müller cells in P40 and P50 cKO mice, indicating that in the absence of changes in retinal structure, PR-specific *Otx2* ablation induced transient and moderate retinal stress (Fig. 3*C*). However, no increased cell death was found (Fig. 3*D*) and specific markers for other neuronal cell types appeared normal (Fig. 3*E*). This confirms that *Otx2* expression in adult PRs is dispensable for the maintenance of retinal histology and integrity.

**Figure 3.**
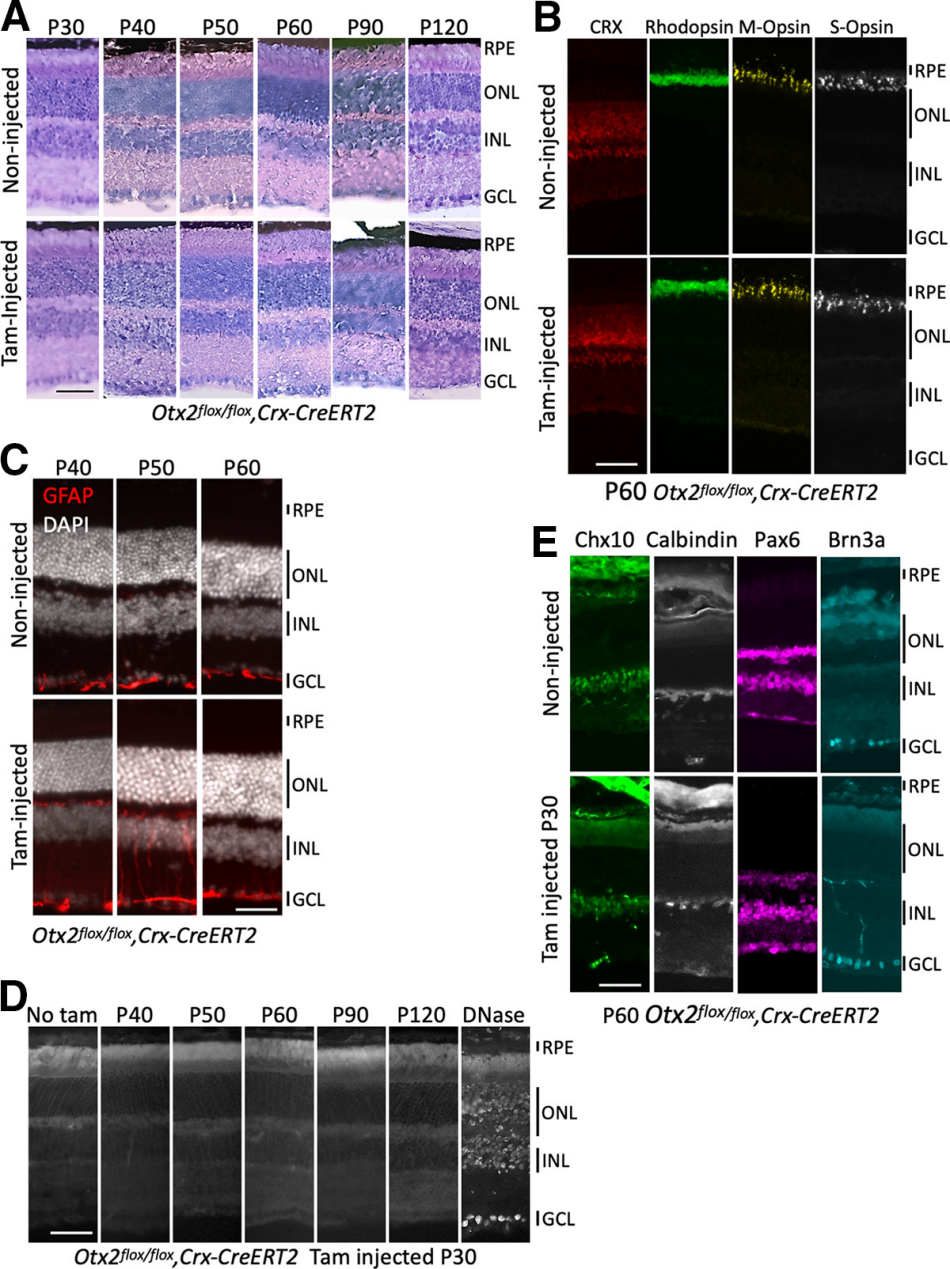
Otx2 expression in PRs is not required for cell viability or cell identity. ***A***, Hematoxylin/eosin staining of retinal sections of control *Crx-CreERT2;Otx2^flox/flox^* non-injected mice (upper panel) and cKO *Crx-CreERT2;Otx2^flox/flox^* mice, tamoxifen-injected at P30 (lower panel), at the indicated stages. ***B***, Expression of CRX, rhodopsin and M-opsin and S-opsin in P60 control (upper panel) and tam-injected at P30 (lower panel) *Crx-CreERT2***;***Otx2^flox/flox^* mice. ***C***, Expression of GFAP in control (upper panel) and tam-injected at P30 (lower panel) *Crx-CreERT2;Otx2^flox/flox^* mice at the indicated stages. ***D***, Detection of apoptotic cells by TUNEL staining of retinal sections of cKO mice 10 (P40), 20 (P50), 30 (P60), 60 (P90), and 90 (P120) days after tamoxifen injection (P30). Sections of mature retina (P32) were used as negative (left) and positive control (right, DNase treated). ***E***, Expression of cell-specific markers Chx10 (BCs), calbindin (horizontal cells), Pax6 (amacrine cells and RGCs), Brn3a (RGCs) in control upper panels and PR-specific Otx2 KO retinas (lower panels). ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bars: 50 μm.

### PR-specific *Otx2* cKO causes light adaptation defects

While OTX2 does not appear to play a role in PR maintenance, its sustained expression throughout life in these cells suggests it might still be important for PR physiology and activity. During routine handling, we noticed that cKO mice tended to avoid bright light. To understand the origin of this behavior, we examined arrestin-1 movement, a protective mechanism that provides simultaneous information on PR response and on light adaptation (Gurevich et al., 2011). In the dark, arrestin-1 localizes in PR soma and inner segments. Bright illumination induces massive translocation of arrestin-1 to the outer segment, where it binds and inactivates rhodopsin, preventing an over-stimulation of the phototransduction cascade. When light is off, arrestin-1 moves back to other compartments of the cell, while transducin, the principal effector of phototransduction, moves in the opposite direction, leading to increased sensitivity of the PRs.

Dark-adapted mice were exposed to bright light and their retinas were collected after 10, 20, 30, 60, and 120 min of exposure. While in control mice, the vast majority of the arrestin-1 translocated to PR outer segments within 10 min, it took at least 30 min in cKO mice, and even after 120 min, some arrestin-1 was still visible in the outer nuclear layer (Fig. 4*A*). When light-adapted mice were put in the dark, arrestin-1 relocation began within 10 min in control mice, whereas it was again delayed until 60 min in cKO mice (Fig. 4*A*). Thus, in the absence of OTX2, arrestin-1 shuttling is slower in cKO mice, revealing a defect of adaptation to both light and dark in these animals.

**Figure 4.**
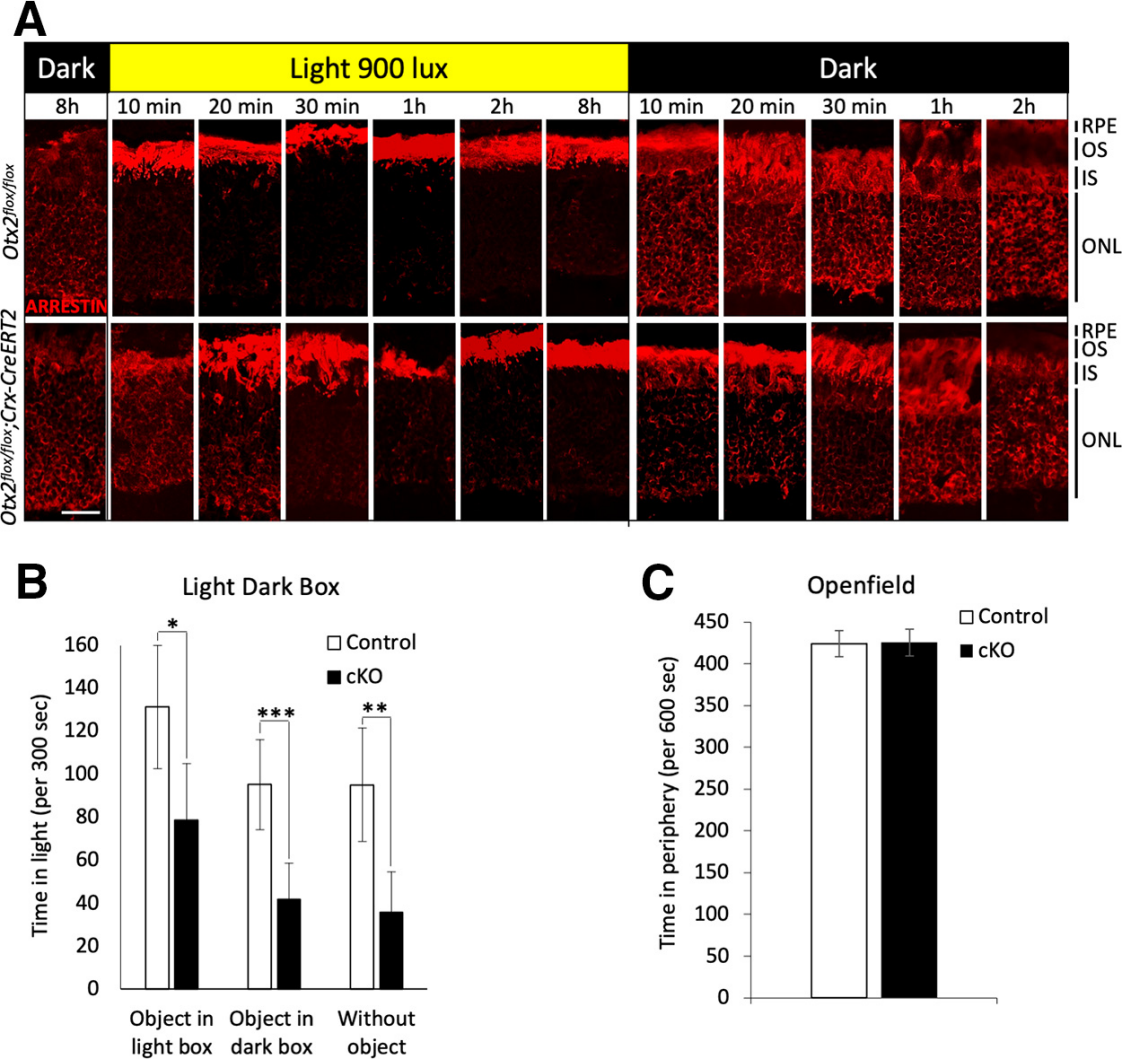
Arrestin-1 bidirectional translocation defect and light avoidance in cKO mice. ***A***, Kinetics of arrestin-1 translocation during light and dark adaptation: immunostaining of retinal sections of P50 mice showing arrestin-1 distribution 0, 10, 20, 30, 60, and 120 min after light onset (light 900 lux) and 0, 10, 20, 30, 60, and 120 min after light offset in control *Otx2^flox/flox^* (upper panel) and cKO *Crx-CreERT2;Otx2^flox/flox^* (lower panel) mice injected with tamoxifen at P30. ***B***, Light dark box test. Histograms represent the time spent (in seconds) in the light compartment in three conditions: with an attractive object in the light box (object in light box), with an attractive object in the dark box (object in dark box), or without any motivation (without object) in control (*n* = 10) and cKO (*n* = 13) mice (*p < 0.05, **p < 0.01, ***p < 0.005, *t* test). ***C***, Openfield test. Histograms represent the total time spent (in seconds) in the periphery of the openfield (*n* = 13; *p < 0.05, **p < 0.01, ***p < 0.005, *t* test). OS, outer segments; IS, inner segment; ONL, outer nuclear layer. Scale bar: 25 μm.

To confirm that arrestin-1 translocation defect in cKO mice correlates with their light avoidance behavior, we performed preference tests using the light-dark box. As shown in Figure 4*B*, cKO mice spent significantly less time in the light compartment than control mice, even in the presence of a motivating factor such as the presence of an object. As this behavior could also be because of anxiety, we performed the open field test, which is sensitive to anxiety. In this test, cKO mice did not behave differently from control mice (Fig. 4*C*). We conclude that *Otx2* cKO mice are not more anxious than control mice but have an aversion to bright light.

### PR-specific *Otx2* ablation impacts ECM, cytoskeleton, signaling, and RPE-specific genes

To identify short-term molecular changes induced by the conditional KO that might underlie the above phenotypes, we analyzed gene expression following PR-specific *Otx2* ablation. 

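RNA from whole retinas of 12 mice was sequenced, with 1 library per mouse and 3 mice at each age: P30 control mice (numbered 1 to 3), and cKO mice at P32 (4 to 6), P34 (7 to 9) and P38 (10 to 12), which were killed 2, 4 and 8 d after tamoxifen. The paper gives a tamoxifen dose of 100 μg/g of body weight from a stock of 10 mg/ml, and the sample labels give 5 μl/g of a stock of 10 mg/μl. The control mice were at most 8 d younger than the cKO mice, so age, tamoxifen and deletion changed together between the groups. The authors sequenced 50 bp single reads from stranded mRNA libraries, mapped them to the mm10 assembly with STAR and counted the reads on each gene of Ensembl release 93 with HTSeq, and deposited 1 count per gene and mouse without normalization. Counts on genes came to 60145034, 47255929 and 35242774 in P30 mice 1, 2 and 3. In the cKO mice they ranged from 31973411 to 38947378 at P32 (median 37267912), from 29701483 to 40737548 at P34 (median 38183235) and from 29947009 to 45797527 at P38 (median 42718433). Of all reads in the files, 23.7 to 32.2% had no unique position and 6.53 to 13.7% fell on no gene, and none of these were counted on genes. The paper's Methods give 3 mice for each condition, and the legend of Fig. 5 gives 2 for P30. Cell colors of the 30 genes in the heat map of Fig. 5D, set beside the counts, followed P30 mice 2 and 3 (r = 0.997 over all cells, against 0.686 to 0.909 for every other ordered pair of P30 mice). P30 mouse 1 is absent from that panel, for which the paper gives no reason, while Fig. 5B plots 3 P30 mice. Values are therefore given first with P30 mice 2 and 3, then with all 3. Counts were scaled by edgeR's TMM method to CPM (the counts on a gene relative to all counts of the library), and a gene was tested when it passed edgeR's filter on low counts, which kept 18628 of 54146 genes. Each age was compared with P30 by edgeR's quasi-likelihood test with all 12 mice in one fit, and a gene was taken as changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of at least 0.5 in size. On counts simulated for 3 mice per age with the same depths, this procedure recovered 92 of 100 genes changed by a log2 fold change of 2 and 56 of 100 changed by 1, and took 4 unchanged genes as changed among 18386 genes tested. The changed genes were drawn from the better counted ones. Simulated counts varied independently from gene to gene, without differences in tissue, batch or sex between mice. These numbers therefore do not describe recovery or false calls where mice differ in such ways.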

Since our previous full KO studies have shown that 2/3 of OTX2 target genes are downregulated 48 h after tamoxifen injection and all of them after 96 h (Housset et al., 2013), whole retina RNA, which includes RNA from RPE, was extracted at 0, 2, 4, and 8 d after tamoxifen injection at P30 and subjected to RNA-seq analysis (Fig. 5*A*,*B*). In the *Otx2^flox/flox^* mouse model, Cre-mediated recombination of the *Otx2* floxed allele removes the second OTX2 coding exon which encodes most of the homeodomain, but has no incidence on the level of *Otx2* transcript (Housset et al., 2013). 

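Otx2 (ENSMUSG00000021848, chromosome 14 of GRCm38 from 48657677 to 48673819, minus strand) is the gene targeted in the cKO mice. Its counts over all exons gave 328 and 315 CPM in P30 mice 2 and 3 and 293 CPM in P30 mouse 1. The cKO mice had 322, 340.3 and 372 CPM at P32, 328, 331 and 377 CPM at P34 and 377, 307 and 372 CPM at P38. Against P30 mice 2 and 3, the log2 fold change was 0.10 at P32, 0.10 at P34 and 0.13 at P38. Against all 3 P30 mice, it was 0.14 (standard error 0.11, adjusted p = 0.703) at P32, 0.15 (standard error 0.11, adjusted p = 0.684) at P34 and 0.17 (standard error 0.11, adjusted p = 0.847) at P38 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of these differences passed the threshold. The level of the whole transcript does not separate deleted from intact alleles, and reads over single Otx2 exons were not analysed here.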

To estimate deletion efficiency, we compared the number of reads of the floxed second coding exon (exon E5) relative to neighboring *Otx2* exon (E4) in control and cKO RNA samples (Table 1). A 28–32% relative reduction of reads matching the second coding exon was observed in cKO samples at P32, P34, and P38, consistent with full ablation in PRs and maintenance in RPE and BCs. 

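With P30 mice 2 and 3 as the controls, 19 genes were lower at P32, 148 at P34 and 13 at P38, and 0 were higher at any of the 3 ages, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a log2 fold change of at least 0.5 in size. With all 3 P30 mice as the controls, 123 genes were lower at P34 and 0 were higher, and at P32 and P38 0 genes passed in either direction. At an unadjusted p of at most 0.05 from the same fit and the same limit on the fold change, 329 genes were lower and 211 higher at P32, 1009 lower and 159 higher at P34, and 495 lower and 150 higher at P38. Without that limit, 1050 genes reached this p at P32, 1949 at P34 and 1051 at P38. Chance alone gives a share of 0.05 of the 18628 genes tested. The numbers at P32 and P38 were little above that share, so the unadjusted counts at these ages give little evidence of change. P30 and P34 values did not overlap in 121 of the 123 genes, and in 3747 (20.1%) of all genes tested, where chance gives 10% for 3 mice against 3. Apart from the unadjusted p, the alternative with the most genes lower at P34 was DESeq2 without shrinkage of the fold changes, under which 353 genes were lower and 16 higher at P34, 17 lower and 8 higher at P32, and 34 lower and 11 higher at P38. Among the 123 genes, the largest falls with all P34 values below the P30 values were those of Matn3 (ENSMUSG00000020583, chromosome 12 of GRCm38 from 8947929 to 8972028, plus strand), Dsg1a (ENSMUSG00000069441, chromosome 18 of GRCm38 from 20310811 to 20343350, plus strand) and Npvf (ENSMUSG00000029831, chromosome 6 of GRCm38 from 50650672 to 50654439, minus strand). Matn3 had 5.77 ± 2.78 CPM (SD, n = 2) in P30 mice 2 and 3, and 2, 1 and 0 counts in the 3 P34 mice. It was at least 39.2-fold lower than the P30 mean of 3.96 ± 3.70 CPM (SD, n = 3; 0.347, 7.73 and 3.80 CPM in P30 mice 1, 2 and 3). That mean, and so the fold, depends most on P30 mouse 2. Dsg1a had 1.67 ± 0.536 CPM (SD, n = 2) in P30 mice 2 and 3, and 1, 0 and 0 counts at P34. It was at least 13.9-fold lower than the P30 mean of 1.41 ± 0.592 CPM (SD, n = 3; 0.883 CPM in P30 mouse 1). Both folds are bounds set at 3 counts. Npvf had 9.55 ± 6.15 CPM (SD, n = 2) in P30 mice 2 and 3, and 12.0 CPM in P30 mouse 1. With these 2 controls its log2 fold change at P34 was -6.27 and did not pass the threshold. Over all 3 it fell from 10.3 ± 4.57 to 0.116 ± 0.125 CPM (SD, n = 3), a log2 fold change of -6.39 (standard error 1.24, adjusted p = 0.0409) by edgeR's quasi-likelihood test. With the ciliary body score used as a covariate, chosen after seeing the data, Dsg1a passed the threshold at P34 and Matn3 and Npvf did not.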

Statistically significant deregulated genes (*p* < 0.05) were sorted according to their log2 fold change, for each time point (Table 2). Most were downregulated genes, with early and constant downregulation. 

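All 123 genes that passed at P34 with all 3 P30 mice fell. Of the genes the paper's Table 2 lists as lower, 115 of 378 at P34 passed the same threshold with all 3 P30 mice, and 0 of 38 at P32 and 0 of 81 at P38. The sign of the log2 fold change was the paper's for 39 of the 39 listed genes tested at P32, 417 of 418 at P34 and 102 of 102 at P38. The paper lists 29 genes as lower at all 3 ages, and all 29 had negative log2 fold changes at all 3 here. Of the 399 tested genes listed as lower at any age, 316 were negative at all 3. With the 9 cKO mice as one group against all 3 P30 mice, 10 genes were lower (Myh11, Matn3, Tgm1, Emilin2, Papss2, Gpnmb, Tagln, Pld5, Myl9 and Thbd) and 0 higher at an adjusted p of at most 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 293 lower and 58 higher at an unadjusted p. Against P30 mice 2 and 3 alone, 48 genes were lower and 0 higher. With all 3 P30 mice and no limit on the fold change, 489 genes had an unadjusted p of at most 0.05. That is below the share of 0.05 of the 18628 genes tested that chance gives. The unadjusted counts of this comparison thus add no evidence of change. All 3 P30 mice were female. With sex as a covariate, chosen after seeing the data, 0 genes were lower in the 9 cKO mice than in all 3 P30 mice. Tested against each other, P34 and P32 differed in 45 genes, all lower at P34, of which 43 were among the 123, and P38 and P34 in 37 genes, all higher at P38 and all among the 123 (37 and 30 genes without P30 mouse 1). Between P38 and P32, 0 genes passed the adjusted threshold, and 2220 passed at an unadjusted p. With the mean log2 CPM of 5 ciliary body genes as a covariate, chosen after seeing the data, 28 genes were lower at P34, of which 27 were among the 123.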

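Fig. 5D assigns 30 genes to 5 groups: 7 to ECM, 6 to cytoskeleton, 10 to signaling, 2 to oxido-reduction and 5 to melanogenesis. A group score was computed for each mouse as the mean log2 CPM of its genes. Over P30 mice 2 and 3 the score was 3.07 for ECM, 4.67 for cytoskeleton, 2.86 for signaling, 4.57 for oxido-reduction and 6.27 for melanogenesis. P30 mouse 1, which that panel leaves out, had scores of 0.47, 2.25, 1.47, 3.34 and 3.48 in the same order. Over the 9 cKO mice the scores were -0.38 ± 0.52, 1.47 ± 0.80, 0.61 ± 0.52, 2.66 ± 0.41 and 2.48 ± 0.78 (SD, n = 9). All 3 P30 mice had 2.20 ± 1.50, 3.86 ± 1.52, 2.39 ± 0.80, 4.16 ± 0.77 and 5.34 ± 1.61 (SD, n = 3). The highest cKO mouse reached 0.34, 2.62, 1.27, 3.43 and 3.48, so that P30 mouse 1 lay below a cKO mouse for cytoskeleton and oxido-reduction and barely above the highest for melanogenesis. With P30 mice 2 and 3, the difference between cKO and P30 was -3.45, -3.21, -2.25, -1.91 and -3.79 (exact two-sided permutation p = 0.0182 for each, the smallest that 2 mice against 9 allow). With all 3 P30 mice it was -2.58 for ECM, -1.79 for signaling and -2.86 for melanogenesis (exact two-sided permutation p = 0.00455, the smallest that 3 mice against 9 allow, and 0.00758 after Benjamini-Hochberg adjustment over the 5 groups). For oxido-reduction it was -1.50 (exact p = 0.00909, adjusted 0.0114) and for cytoskeleton -2.40 (exact p = 0.0136, adjusted 0.0136). The genes of the groups were selected by the paper from these same libraries, so these p are not independent of the selection. At single ages, 3 mice against 3 cannot give an exact p below 0.1. The score was lower than at P30 at every age in each group, from -2.55 at P38 to -3.34 at P34 for melanogenesis and from -1.16 at P32 to -1.85 at P34 for oxido-reduction. Leaving out P30 mouse 3 brought the cytoskeleton difference to -1.69 (exact p = 0.0545).

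**Figure D1:**
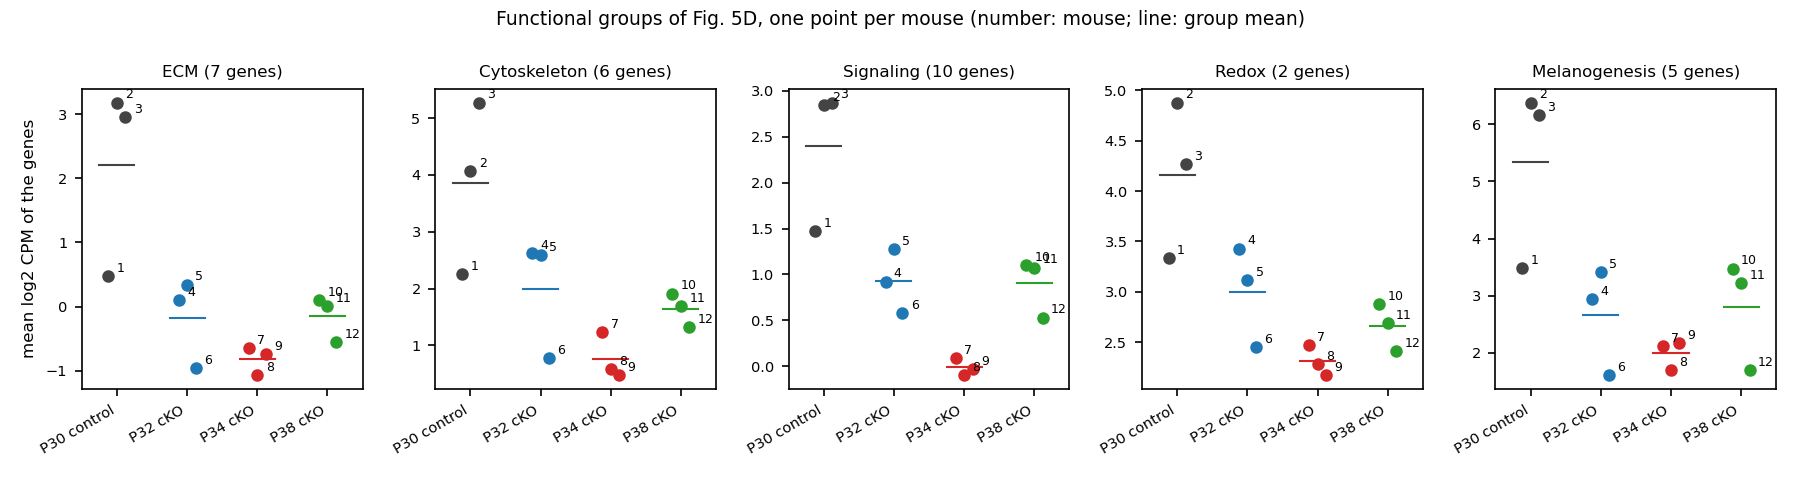
Mean log2 CPM of the genes of each Fig. 5D group (y axis) by age (x axis), with 1 point per mouse and a line at the mean of each age. P30 mouse 1 lies below P30 mice 2 and 3 in all 5 panels.

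Of the 30 genes, 14 were lower past the threshold at P32, 27 at P34 and 11 at P38 with P30 mice 2 and 3. With all 3 P30 mice, 0 passed at P32, 21 at P34 and 0 at P38 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 27, 30 and 30 at an unadjusted p. Adjusted over the 30 genes alone, 27, 30 and 30 passed, but the list is the paper's own selection from these libraries. P30 mice 2 and 3 both lay above all 10 other mice in 29 of the 30 genes, which held for 2.00% of all genes tested. P30 mouse 1 lay at or below the highest cKO mouse in 18 of the 30. With the ciliary body score as a covariate 0 of the 30 genes were lower at P34, and with a score of 8 lens genes 3 were (Npsr1, Angptl2 and Papss2), both covariates chosen after seeing the data.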

Gene Ontology, ImPALA (impala.molgen.mpg.de), and GSEA (https://www.gsea-msigdb.org/gsea/index.jsp) software analyses of the genes downregulated at P32, P34, and P38 identified five functional groups (Fig. 5*C*,*D*). One group corresponded to ECM and IPM genes. 

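Genes of the ECM were taken by family from their symbols, which gave 220 genes among those tested. At P34, 27 of the 220 were lower, both with P30 mice 2 and 3 and with all 3 P30 mice as the controls, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 86 were lower at an unadjusted p. Adjusted over the 220 genes alone, 70 were lower with all 3 P30 mice. The 27 comprised 4 of 42 collagens, 5 of 8 fibulins and related genes, 1 of 10 fibronectin and fibrillin genes, 1 of 13 laminins and nidogens, 2 of 4 latent TGF-β binding proteins, and 3 of 10 matrilins, thrombospondins and emilins. Among the protein cores of proteoglycans, 5 of 9 small leucine-rich proteoglycans and 1 of 23 large chondroitin and heparan sulfate proteoglycans were lower. Of the genes of chondroitin sulfate synthesis and degradation, 2 of 24 were lower, which were Dse and Papss2. The others were 1 of 20 genes of collagen processing and 2 of 19 microfibril and elastin genes, while 0 of 34 matrix metalloproteinases of the ADAMTS and MMP families and 0 of 4 TIMPs passed. The median log2 fold change of the 220 genes at P34 was -0.43, and 155 were negative. The median was -0.61 for the collagens, -3.33 for the small leucine-rich proteoglycans and 0.04 for the chondroitin sulfate enzymes. Apart from the unadjusted p and the adjustment over the 220 genes alone, the number of ECM genes ranged over the alternatives from 9 to 49. The 9 were found with the ciliary body score as a covariate, chosen after seeing the data, and the 49 with DESeq2 without shrinkage. At P32 and P38, 0 of the 220 were lower after adjustment, and 18 and 24 at an unadjusted p.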

Four days after *Otx2* ablation in PRs, we observed >50 downregulated genes related to ECM, with genes involved in chondroitin sulfate metabolism and ECM organization (collagens, fibronectins, glycosaminoglycans, and peptidoglycans protein core genes). 

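Vcan (ENSMUSG00000021614, chromosome 13 of GRCm38 from 89655312 to 89742509, minus strand) encodes the core protein of versican. Its level was 24.5 ± 3.05 CPM (SD, n = 2) in P30 mice 2 and 3, 17.9 CPM in P30 mouse 1 and 22.3 ± 4.38 CPM (SD, n = 3) over all 3 P30 mice. In the cKO mice it was 14.2 ± 3.53 CPM at P32, 2.73 ± 0.338 CPM at P34 and 18.1 ± 3.57 CPM at P38 (SD, n = 3 at each). With P30 mice 2 and 3 the log2 fold change was -0.79 at P32, -3.16 at P34 and -0.43 at P38, and -0.65 (standard error 0.21, adjusted p = 0.698) at P32, -3.03 (standard error 0.23, adjusted p = 0.000171) at P34 and -0.30 (standard error 0.20, adjusted p = 0.847) at P38 with all 3 P30 mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Vcan was also lower at P34 than at P32 (log2 fold change -2.37, adjusted p = 0.000977 from the same test) and higher at P38 than at P34 (log2 fold change 2.73, adjusted p = 0.000786 from the same test). Dcn (ENSMUSG00000019929, chromosome 10 of GRCm38 from 97479609 to 97518143, plus strand), which encodes decorin, had 21.3 ± 3.32 CPM (SD, n = 2) in P30 mice 2 and 3, 1.99 CPM in P30 mouse 1 and 14.9 ± 11.4 CPM (SD, n = 3) over all 3 P30 mice. The cKO mice had 2.05 ± 1.76 CPM at P32, 1.98 ± 2.19 CPM at P34 and 2.49 ± 1.17 CPM at P38 (SD, n = 3 at each). Its log2 fold change against P30 mice 2 and 3 was -3.38 at P32, -3.46 at P34 and -3.11 at P38. Against all 3 P30 mice it was -2.85 (standard error 0.97, adjusted p = 0.698) at P32, -2.94 (standard error 0.97, adjusted p = 0.308) at P34 and -2.59 (standard error 0.95, adjusted p = 0.847) at P38 by edgeR's quasi-likelihood test, and P30 mouse 1 lay below the highest cKO mouse at 4.50 CPM. Bgn (ENSMUSG00000031375, chromosome X of GRCm38 from 73483602 to 73495933, plus strand), which encodes biglycan, had 9.65 ± 0.563 CPM (SD, n = 2) in P30 mice 2 and 3, 5.54 CPM in P30 mouse 1 and 8.28 ± 2.41 CPM (SD, n = 3) over all 3 P30 mice, and 4.59 ± 1.80 CPM at P32, 2.15 ± 0.409 CPM at P34 and 3.92 ± 1.33 CPM at P38 (SD, n = 3 at each). The log2 fold change of Bgn was -1.07 at P32, -2.17 at P34 and -1.29 at P38 against P30 mice 2 and 3, and -0.85 (standard error 0.34, adjusted p = 0.698) at P32, -1.94 (standard error 0.35, adjusted p = 0.0279) at P34 and -1.07 (standard error 0.34, adjusted p = 0.847) at P38 against all 3 by edgeR's quasi-likelihood test. With P30 mice 2 and 3, the genes past the threshold were none at P32, Vcan and Bgn at P34 and none at P38. With the ciliary body score as a covariate, chosen after seeing the data, Vcan passed at P34 and Bgn did not.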

The presence of *versican* (*Vcan*), *decorin* (*Dcn*), and *biglycan* (*Bgn*) in the list of downregulated genes indicated that IPM was also affected. These data suggested a role for OTX2 in the control of the three-dimensional network of extracellular macromolecules that provide biochemical and structural support to PRs and surrounding cells.

**Figure 5.**
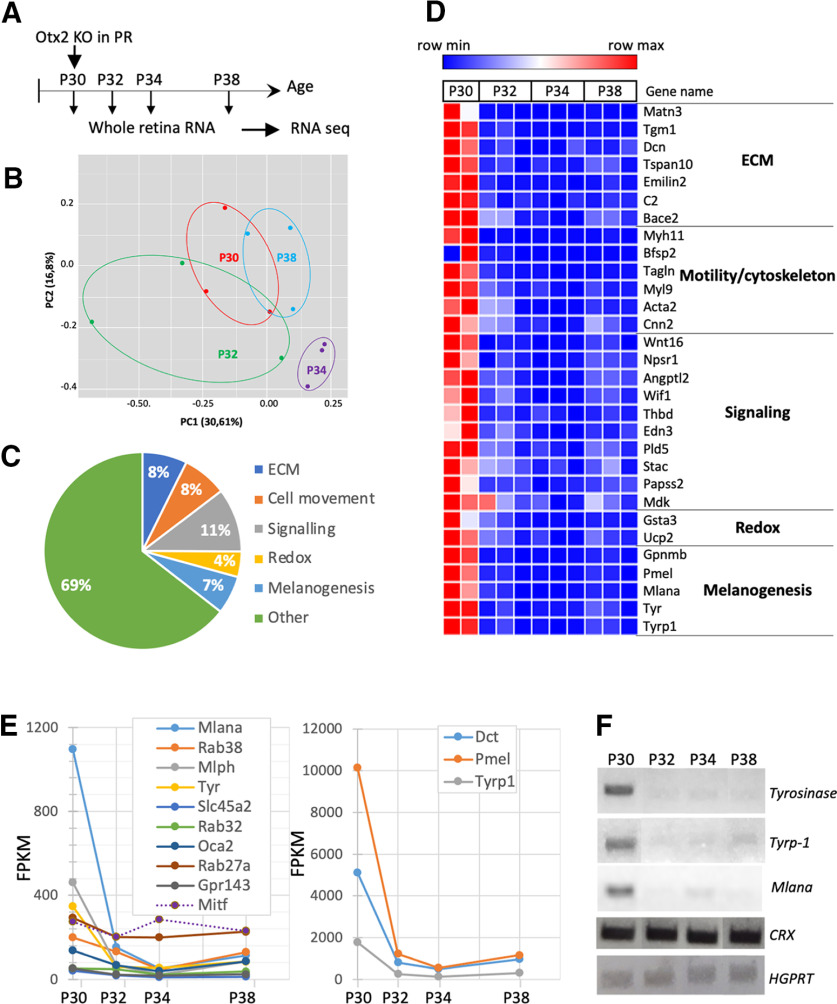
Time series transcriptomic analysis of PR-specific *Otx2* cKO retina. ***A***, Schematics of the protocol for time-series transcriptome analysis. ***B***, Principal component analysis. PCi axis represents the principal component i and the number into brackets indicates the percentage of explained variance associated with this axis. ***C***, Representative distribution of the functional groups of genes downregulated in the retina of PR-specific *Otx2* cKO mice 4 d after tamoxifen injection. ***D***, Heat-map representation of the variation of expression of assigned functional groups of downregulated genes, following *Otx2* cKO in PR. Gene expression (RPKM) was measured at the time of injection (P30) and 2, 4, and 8 d after KO (P32, P34, and P38). Color bar indicates the level of expression. ***E***, Temporal expression profile of selected genes. *y*-axis values represent an average of the replicates for each stage. Analyses were done in duplicate for P30 control mice (*n* = 2) and in triplicate for KO mice (*n* = 3) at the different stages. ***F***, Validation of RNA-seq data. Gene expression of three OTX2-target genes involved in RPE melanogenesis, *Tyrosinase*, *Tyrp-1*, and *Mlana* was evaluated by semi-quantitative RT-PCR. *CRX* and *HGPRT* were used as normalizers.

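A principal component analysis of the regularized log counts of the genes that passed the filter, computed with DESeq2 over all 12 mice, put 43.2% of the variance on PC1 and 15.8% on PC2. PC1 scores were -10.6, 5.43 and -9.22 for P30 mice 1, 2 and 3. The cKO mice had -38.9, -17.7 and 8.39 at P32, 14.5, 17.3 and 17.1 at P34 and -3.42, 7.32 and 9.74 at P38. The 3 P34 mice had the highest scores, and P32 mouse 4 had the lowest. With the 500 most variable genes, PC1 carried 54.9% of the variance. P30 mice 2 and 3 make up the P30 columns of Fig. 5D, where all 30 genes had both P30 cells within 0.25 of the values computed from the counts on the scale of the color bar.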

**Table 1:** Decrease of OTX2 exon 5 reads upon PR-specific cKO

**Timepoint**	**P30**			**P32**			**P34**			**P38**		
**Sample**	**1**	**2**	**3**	**1**	**2**	**3**	**1**	**2**	**3**	**1**	**2**	**3**
Reads_exon4	872	975	765	255	648	873	802	919	885	1156	1034	858
Reads_exon5	350	333	214	53	177	199	213	247	172	228	329	154
E5/E4 ratio	0.40	0.34	0.28	0.21	0.27	0.23	0.27	0.27	0.19	0.20	0.32	0.18
Mean E5/E4 ratio		0.34			0.24			0.24			0.23	
SD E5/E4 ratio		0.06			0.03			0.04			0.08	
% reduction E5		0.00			30.68			28.74			32.05	

Shown are absolute RNA-seq read numbers for the closest OTX2 exon 4 and floxed exon 5 at each timepoint. E5/E4 read ratios. mean and SD for each triplicate and the percentage of exon 5 reads reduction after cKO.

**Table 2:** Differentially expressed genes following PR-specific Otx2 invalidation.

2 days after			4 days after cKO			8 days after cKO		
Gene symbol	Log2 FC	Adjusted p-value	Gene symbol	Log2 FC	Adjusted p-value	Gene symbol	Log2 FC	Adjusted p-value
Upregulated genes								
Vmn1r15	1.085	4.223E-12	A330074K22Rik	0.691	5.520E-05	A330074K22Rik	0.940	2.771E-08
Frat2	0.721	7.028E-05	Pcdh9	0.513	5.035E-04	Cyp2j9	0.978	2.905E-05
1700030C10Rik	0.565	3.480E-03	Pcdh11x	0.645	1.163E-03	5930430L01Rik	0.741	7.131E-05
Dusp1	0.787	6.451E-03	Cdh12	0.619	1.738E-03	Ctif	0.562	7.917E-05
Nr4a1	0.506	1.435E-02	L1cam	0.531	1.987E-03	Tln2	0.575	1.435E-04
			Map1a	0.590	2.335E-03	Cdkl5	0.497	7.743E-04
			Kndc1	0.589	2.335E-03	Adcy1	0.520	2.169E-03
			Tusc5	0.607	2.944E-03	Hydin	0.783	3.502E-03
			Cdk14	0.500	4.562E-03	Fggy	0.736	1.005E-02
			Grin2a	0.552	5.688E-03	Faah	0.580	1.274E-02
			Caln1	0.515	7.558E-03	Wsb2-ps	0.761	1.275E-02
			Kif5a	0.519	7.810E-03	Spta1	0.505	1.358E-02
			Mctp1	0.560	7.987E-03	Mettl4	0.537	2.185E-02
			Cdkl1	0.568	8.289E-03	Kif5a	0.514	2.424E-02
			Rbfox1	0.518	8.492E-03	Map1b	0.497	2.424E-02
			Sik1	0.590	9.211E-03	Map1a	0.529	2.696E-02
			Lancl3	0.679	1.040E-02	Odc1	0.627	2.747E-02
			Hydin	0.656	1.077E-02	Lancl3	0.679	2.895E-02
			Srgap1	0.567	1.214E-02	Pcdh11x	0.545	2.939E-02
			Tmem151b	0.544	1.214E-02	Gm47021	0.570	3.193E-02
			Gpr158	0.505	1.214E-02	Cdh12	0.522	3.693E-02
			Pgr	0.598	1.415E-02	Impg1	0.502	3.766E-02
			Hecw2	0.512	1.446E-02	Gm5898	0.529	4.073E-02
			Ar	0.625	1.560E-02	Gm21955	0.723	4.788E-02
			Stc1	0.527	1.652E-02	Slc9a7	0.615	4.897E-02
			Kcnq3	0.538	1.909E-02	Srgap1	0.545	4.993E-02
			Atp2b3	0.553	2.078E-02			
			Tfap2d	0.547	2.141E-02			
			Htr5a	0.497	2.677E-02			
			Pcdha6	0.656	2.687E-02			
			Prlr	0.535	2.737E-02			
			D130079A08Rik	0.567	2.993E-02			
			Onecut3	0.541	3.183E-02			
			Ppp1r1c	0.590	3.270E-02			
			Gm8983	0.657	3.520E-02			
			Srl	0.540	3.528E-02			
			Pou4f1	0.501	3.590E-02			
			Ndst4	0.498	4.604E-02			
			Pcdha12	0.550	4.654E-02			
			Klf12	0.518	4.835E-02			
			Alk	0.502	4.851E-02			
Downregulated genes								
Myh11	-1.278	4.007E-11	Sod3	-1.744	5.984E-14	Myh11	-1.317	4.348E-10
Tagln	-1.151	2.092E-06	Vcan	-1.711	5.984E-14	Tgm1	-1.270	5.883E-08
Tgm1	-1.068	1.058E-05	Angptl2	-1.732	1.419E-13	Gsta3	-1.324	2.696E-07
Mlana	-0.980	1.372E-05	Penk	-1.675	6.155E-13	Tagln	-1.244	2.696E-07
Gpnmb	-1.020	1.588E-05	Cldn19	-1.640	1.474E-12	Myl9	-1.212	4.121E-06
Angptl2	-1.161	3.191E-05	Ltbp1	-1.507	1.474E-12	Rps3a1	-0.857	8.459E-06
Myl9	-1.157	3.191E-05	Myh11	-1.366	4.976E-12	Mlana	-1.028	1.104E-05
Wnt16	-0.902	3.191E-05	Dio3	-1.549	6.758E-11	Gpnmb	-1.035	2.905E-05
Pmel	-0.899	3.191E-05	Gsta3	-1.529	8.333E-11	Ubc	-0.886	2.905E-05
Matn3	-0.643	3.191E-05	Mrc2	-1.495	1.400E-10	Pmel	-0.930	4.049E-05
Emilin2	-1.056	5.366E-05	Col18a1	-1.429	1.400E-10	Matn3	-0.682	4.339E-05
4930435M08Rik	-0.730	5.366E-05	Tgm1	-1.375	1.661E-10	Emilin2	-1.079	6.306E-05
Gsta3	-1.118	6.722E-05	Serpine1	-1.452	1.398E-09	Wnt16	-0.881	2.147E-04
Rps3a1	-0.736	6.722E-05	Ism2	-1.423	1.948E-09	4930435M08Rik	-0.733	2.147E-04
Bfsp2	-0.513	1.099E-03	Efemp1	-0.840	1.948E-09	Bfsp2	-0.576	3.206E-04
C2	-0.994	1.115E-03	Bace2	-1.433	2.706E-09	Purg	-0.501	4.664E-04
Pld5	-0.948	1.405E-03	Tagln	-1.325	3.211E-09	Angptl2	-1.018	5.342E-04
Thbd	-0.979	1.908E-03	Matn2	-1.372	9.502E-09	Edn3	-0.965	5.886E-04
Npsr1	-0.974	1.935E-03	Myl9	-1.337	1.715E-08	Thbd	-1.002	6.007E-04
Tyrp1	-0.821	2.090E-03	Emp3	-1.369	1.769E-08	C2	-1.005	6.464E-04
Slc20a2	-0.569	2.809E-03	Edn3	-1.299	1.875E-08	Pld5	-0.919	7.127E-04
Tyr	-0.838	3.912E-03	Mlana	-1.162	2.164E-08	Acta2	-0.796	7.173E-04
Slc38a8	-0.921	4.018E-03	Atp1a2	-0.965	3.882E-08	Hpse	-0.888	1.152E-03
Bace2	-0.906	7.009E-03	Mgst1	-1.319	6.368E-08	Fam20a	-0.926	1.183E-03
Tspan10	-0.790	7.009E-03	Rarres2	-1.315	6.372E-08	Gm14268	-0.719	1.196E-03
Mlph	-0.753	8.764E-03	Slc38a8	-1.309	7.799E-08	Slc38a8	-0.962	1.365E-03
Ccdc3	-0.784	8.890E-03	Rhoj	-1.177	7.799E-08	Bace2	-0.949	2.010E-03
Dcn	-0.580	1.780E-02	Wnt16	-1.081	7.799E-08	Tyrp1	-0.838	2.109E-03
Lyz2	-0.809	1.841E-02	Gpnmb	-1.163	1.081E-07	4930458D05Rik	-0.928	2.169E-03
4932438H23Rik	-0.743	1.866E-02	Bgn	-1.248	1.155E-07	Shmt1	-0.867	2.169E-03
Acta2	-0.636	2.156E-02	Pmel	-1.054	1.384E-07	Slc43a1	-0.821	2.169E-03
Crybg1	-0.795	2.401E-02	Col9a2	-1.081	1.399E-07	Zfp566	-0.605	2.169E-03
Smtn	-0.800	2.734E-02	Fam129a	-1.292	1.437E-07	Smtn	-0.863	2.228E-03
Slc11a1	-0.811	3.130E-02	Crhbp	-1.289	1.474E-07	Adh1	-0.880	3.502E-03
Ucp2	-0.787	3.486E-02	Pld5	-1.180	1.894E-07	Ociad2	-0.762	3.928E-03
Papss2	-0.685	3.486E-02	Npsr1	-1.277	2.014E-07	AI464131	-0.722	3.970E-03
Palmd	-0.617	4.928E-02	Iqgap2	-1.155	2.153E-07	Npsr1	-0.878	6.593E-03
C130021I20Rik	-0.552	4.981E-02	Bmp2	-1.239	4.286E-07	Serpine1	-0.873	6.828E-03
			Wfdc1	-1.143	5.264E-07	Ctsk	-0.773	7.260E-03
			Emilin2	-1.190	5.997E-07	Papss2	-0.678	7.868E-03
			Col1a2	-1.179	6.514E-07	Gm44678	-0.857	8.088E-03
			Tmprss11e	-1.222	6.979E-07	Hbb-bs	-0.812	8.117E-03
			Rps3a1	-0.867	6.979E-07	Mlph	-0.754	8.948E-03
			Wif1	-1.064	7.023E-07	Gm38021	-0.855	8.998E-03
			Zic4	-1.206	9.790E-07	Tyr	-0.791	9.424E-03
			Acta2	-0.961	1.378E-06	Mmp14	-0.563	9.430E-03
			Zic1	-1.027	1.426E-06	Ucp2	-0.780	1.045E-02
			Mdk	-1.113	1.515E-06	Wdr95	-0.774	1.045E-02
			Notum	-1.189	1.515E-06	Gm26917	-0.636	1.045E-02
			Klhdc7a	-1.185	1.515E-06	Stac	-0.822	1.116E-02
			Dsg2	-1.172	1.999E-06	Cmtm3	-0.741	1.275E-02
			Gpx3	-1.148	2.441E-06	Wif1	-0.721	1.275E-02
			Matn3	-0.706	2.799E-06	Gxylt2	-0.637	1.275E-02
			Mecom	-1.159	2.908E-06	E230020A03Rik	-0.599	1.275E-02
			F5	-1.127	3.302E-06	Cnn1	-0.508	1.556E-02
			Clec18a	-1.030	3.797E-06	Dcn	-0.586	1.577E-02
			Tyrp1	-1.027	4.437E-06	Mdk	-0.749	1.623E-02
			Rab38	-1.134	6.774E-06	Dmgdh	-0.531	1.767E-02
			Defb9	-0.980	1.042E-05	Lrrc66	-0.791	1.808E-02
			Mlph	-0.986	1.224E-05	C130021I20Rik	-0.590	1.808E-02
			Thbs2	-1.115	1.283E-05	Gm28229	-0.583	1.872E-02
			Stac	-1.098	1.347E-05	Dpp4	-0.791	2.159E-02
			Ociad2	-0.938	1.347E-05	Slc24a5	-0.716	2.159E-02
			Ifi30	-0.886	1.368E-05	Gjb6	-0.609	2.250E-02
			Papss2	-0.874	1.374E-05	Palmd	-0.559	2.250E-02
			Gldc	-0.722	1.374E-05	Tspan10	-0.711	2.279E-02
			Idh2	-0.770	1.785E-05	Hbb-bt	-0.780	2.358E-02
			Lox	-1.083	2.474E-05	Pdgfc	-0.506	2.435E-02
			Cldn1	-1.055	2.533E-05	Nbl1	-0.540	2.465E-02
			Bfsp2	-0.596	3.016E-05	Nradd	-0.639	2.495E-02
			Ddr2	-1.029	3.228E-05	Gsx2	-0.643	2.747E-02
			Gfpt2	-1.012	3.228E-05	Uap1l1	-0.609	3.237E-02
			Smtn	-0.996	3.228E-05	Bgn	-0.721	3.273E-02
			C2	-1.076	3.230E-05	Eva1c	-0.738	3.356E-02
			Fbn1	-1.070	3.322E-05	Slc16a10	-0.589	3.356E-02
			Ucp2	-0.989	3.838E-05	Atp1a2	-0.538	3.397E-02
			Lyz2	-0.973	3.878E-05	Lox	-0.747	3.414E-02
			Thbd	-1.053	4.596E-05	Nkd2	-0.732	3.693E-02
			Ackr4	-1.054	4.779E-05	D130019J16Rik	-0.732	3.989E-02
			Cnn2	-1.046	4.779E-05	Selenop	-0.543	4.073E-02
			Fgfr1	-0.642	4.841E-05	Rny1	-0.556	4.975E-02
			Dse	-0.926	5.106E-05			
			D630039A03Rik	-1.053	5.266E-05			
			Nid2	-1.051	5.679E-05			
			Nkd2	-1.033	6.397E-05			
			Mrc1	-1.024	6.814E-05			
			C4b	-0.973	7.233E-05			
			Fbln7	-1.020	7.709E-05			
			Slc4a5	-0.722	7.939E-05			
			Pkdcc	-0.623	7.975E-05			
			Colec12	-1.025	7.996E-05			
			Aebp1	-0.978	8.145E-05			
			Tnfrsf21	-0.546	8.368E-05			
			Col9a1	-0.886	8.502E-05			
			Tyr	-0.955	8.525E-05			
			Zic2	-0.990	8.529E-05			
			Galnt12	-0.983	9.635E-05			
			Otx1	-0.967	1.012E-04			
			Sned1	-1.016	1.152E-04			
			Rapsn	-1.016	1.156E-04			
			Trip6	-0.676	1.282E-04			
			Mrgprf	-0.963	1.392E-04			
			Dio3os	-0.995	1.447E-04			
			Plin4	-0.980	1.541E-04			
			Igfbp4	-0.561	1.541E-04			
			Serping1	-0.968	1.576E-04			
			Gja1	-0.908	1.620E-04			
			Ces1d	-0.936	1.670E-04			
			Slc13a4	-0.929	1.715E-04			
			Dsg1a	-0.850	1.776E-04			
			BC067074	-0.992	1.884E-04			
			Fbln2	-0.985	1.913E-04			
			Crtap	-0.878	2.026E-04			
			Prelp	-0.604	2.104E-04			
			Tfeb	-0.581	2.148E-04			
			Cdk2	-0.819	2.214E-04			
			Suclg2	-0.933	2.246E-04			
			Col9a3	-0.779	2.465E-04			
			Ctsc	-0.612	2.465E-04			
			Adh1	-0.940	2.482E-04			
			Rcn3	-0.879	2.932E-04			
			Tspan10	-0.880	2.993E-04			
			Mdfic	-0.931	3.412E-04			
			Gm14268	-0.705	4.307E-04			
			H2-Aa	-0.947	4.931E-04			
			Ptgds	-0.932	5.035E-04			
			Bambi	-0.717	5.035E-04			
			Fam107a	-0.864	5.145E-04			
			Tst	-0.936	5.613E-04			
			Boc	-0.748	6.106E-04			
			4930458D05Rik	-0.921	6.644E-04			
			Slc26a4	-0.843	6.644E-04			
			Aldh1a3	-0.915	7.082E-04			
			2310034O05Rik	-0.891	7.269E-04			
			Timp3	-0.720	7.310E-04			
			Id3	-0.810	8.239E-04			
			Slc4a11	-0.912	8.411E-04			
			Perp	-0.913	8.428E-04			
			Ephx1	-0.845	8.534E-04			
			Fbn2	-0.899	1.040E-03			
			Zfp185	-0.855	1.065E-03			
			Slc24a5	-0.817	1.163E-03			
			Optc	-0.802	1.219E-03			
			F11r	-0.783	1.274E-03			
			Frrs1	-0.841	1.346E-03			
			Tgfbr3	-0.777	1.435E-03			
			Fbln1	-0.784	1.436E-03			
			Nbl1	-0.620	1.474E-03			
			Fkbp9	-0.766	1.621E-03			
			Veph1	-0.884	1.662E-03			
			Bmp4	-0.878	1.670E-03			
			1810022K09Rik	-0.502	1.670E-03			
			4930523C07Rik	-0.879	1.738E-03			
			Crocc2	-0.860	1.777E-03			
			Adamts9	-0.727	1.780E-03			
			Cald1	-0.549	1.798E-03			
			Selenop	-0.647	1.887E-03			
			Cd74	-0.850	1.906E-03			
			Olfml2a	-0.840	1.953E-03			
			Cyba	-0.715	1.953E-03			
			P3h1	-0.743	1.981E-03			
			Chmp4c	-0.869	2.023E-03			
			Clec14a	-0.848	2.158E-03			
			Tmem176a	-0.658	2.164E-03			
			P2rx6	-0.856	2.172E-03			
			Fmod	-0.805	2.172E-03			
			Slc16a12	-0.775	2.188E-03			
			Dcn	-0.622	2.188E-03			
			Piezo1	-0.834	2.313E-03			
			Gm7694	-0.684	2.313E-03			
			Tbx22	-0.762	2.335E-03			
			Gm44250	-0.857	2.391E-03			
			Flna	-0.647	2.391E-03			
			Gm26917	-0.644	2.567E-03			
			Ltbp2	-0.780	2.675E-03			
			Rapgef3	-0.627	2.798E-03			
			Nfatc4	-0.758	3.117E-03			
			Cmtm3	-0.753	3.245E-03			
			Arhgef5	-0.791	3.692E-03			
			Loxl3	-0.639	4.023E-03			
			Lamb2	-0.553	4.325E-03			
			Pon2	-0.635	4.345E-03			
			Rdm1	-0.646	4.497E-03			
			Cpz	-0.742	4.565E-03			
			Gypc	-0.818	4.607E-03			
			Nxn	-0.666	4.657E-03			
			Cyp4f15	-0.818	4.689E-03			
			H2-Eb1	-0.818	4.772E-03			
			Best2	-0.631	4.996E-03			
			Tlcd1	-0.581	5.262E-03			
			Blnk	-0.811	5.298E-03			
			Ccnd2	-0.793	5.298E-03			
			Ifitm2	-0.799	5.319E-03			
			Gas1	-0.508	5.477E-03			
			Eps8l2	-0.771	5.511E-03			
			Ctsh	-0.629	5.590E-03			
			Rhbdf1	-0.678	5.612E-03			
			Renbp	-0.583	5.768E-03			
			Eya1	-0.699	5.780E-03			
			Pon3	-0.803	6.065E-03			
			Ces5a	-0.682	6.065E-03			
			Ecm1	-0.651	6.164E-03			
			Pdgfrl	-0.736	6.211E-03			
			Efemp2	-0.526	6.239E-03			
			Ackr3	-0.762	6.363E-03			
			Acads	-0.560	6.473E-03			
			Cd82	-0.646	6.646E-03			
			Ankrd44	-0.601	6.646E-03			
			Tcim	-0.662	6.706E-03			
			Gpc4	-0.707	6.752E-03			
			Mfap4	-0.649	6.782E-03			
			C1s1	-0.787	7.613E-03			
			Lrig3	-0.611	7.810E-03			
			Agpat2	-0.755	7.846E-03			
			Tmem176b	-0.598	8.193E-03			
			Slc6a13	-0.728	8.241E-03			
			Fbln5	-0.781	8.253E-03			
			Apoe	-0.518	8.275E-03			
			Bdh2	-0.711	8.317E-03			
			AI464131	-0.622	8.474E-03			
			Cgnl1	-0.614	8.474E-03			
			Gm45407	-0.775	8.880E-03			
			Nectin3	-0.561	8.883E-03			
			Ehd2	-0.608	8.986E-03			
			Slc25a34	-0.745	9.339E-03			
			Dpp4	-0.771	9.344E-03			
			Ggt5	-0.769	9.344E-03			
			Pcolce	-0.756	9.344E-03			
			Gprc5c	-0.747	9.344E-03			
			Osgin1	-0.745	9.344E-03			
			Atp10d	-0.672	9.344E-03			
			Cobll1	-0.668	9.344E-03			
			Thap6	-0.575	9.826E-03			
			Gm38021	-0.767	9.845E-03			
			Slc45a2	-0.751	1.026E-02			
			1700055D18Rik	-0.708	1.065E-02			
			Slc11a1	-0.758	1.068E-02			
			Pear1	-0.736	1.073E-02			
			Htra1	-0.616	1.080E-02			
			Josd2	-0.534	1.083E-02			
			Shmt1	-0.697	1.098E-02			
			4930594M22Rik	-0.758	1.100E-02			
			Ahnak	-0.721	1.105E-02			
			Plekhg3	-0.516	1.105E-02			
			Slc22a8	-0.734	1.122E-02			
			Gm43637	-0.723	1.122E-02			
			Fcgrt	-0.714	1.122E-02			
			Dct	-0.633	1.214E-02			
			Nedd9	-0.544	1.214E-02			
			Stx11	-0.644	1.219E-02			
			Ctsk	-0.663	1.238E-02			
			Abcc6	-0.605	1.255E-02			
			Pdlim4	-0.673	1.273E-02			
			Fzd8	-0.545	1.342E-02			
			Tmem132b	-0.511	1.342E-02			
			Tmc6	-0.734	1.352E-02			
			Ptgr1	-0.718	1.363E-02			
			Cavin2	-0.733	1.372E-02			
			Syngr2	-0.667	1.372E-02			
			Gli2	-0.685	1.374E-02			
			Ager	-0.709	1.399E-02			
			Dok1	-0.736	1.419E-02			
			Pqlc3	-0.735	1.419E-02			
			Stab1	-0.708	1.419E-02			
			Plekhg2	-0.599	1.419E-02			
			AC152827.1	-0.640	1.447E-02			
			Echdc2	-0.574	1.460E-02			
			Tmem63a	-0.627	1.535E-02			
			Cd63	-0.550	1.619E-02			
			Ppfibp2	-0.683	1.626E-02			
			Vangl1	-0.603	1.651E-02			
			Slc2a1	-0.504	1.651E-02			
			Pgf	-0.724	1.652E-02			
			Kdelr3	-0.701	1.704E-02			
			Vstm4	-0.541	1.740E-02			
			A730049H05Rik	-0.720	1.751E-02			
			Hpse	-0.652	1.778E-02			
			Zic5	-0.698	1.785E-02			
			Wdr86	-0.681	1.785E-02			
			Sema3b	-0.611	1.785E-02			
			Pde3b	-0.516	1.785E-02			
			Sult1a1	-0.714	1.796E-02			
			Slc6a12	-0.626	1.892E-02			
			Itpripl2	-0.712	1.919E-02			
			Cldn2	-0.580	1.929E-02			
			Sqor	-0.709	1.957E-02			
			Iyd	-0.697	1.991E-02			
			Uap1l1	-0.570	2.070E-02			
			Mfrp	-0.669	2.118E-02			
			Abcc4	-0.655	2.118E-02			
			Gm42716	-0.680	2.132E-02			
			Nek8	-0.543	2.132E-02			
			Crybg1	-0.637	2.169E-02			
			C1qtnf6	-0.703	2.172E-02			
			Il17rc	-0.667	2.190E-02			
			Nradd	-0.577	2.303E-02			
			Mxra8	-0.682	2.333E-02			
			Tmem140	-0.697	2.336E-02			
			Stk26	-0.678	2.336E-02			
			1500015O10Rik	-0.593	2.336E-02			
			Aldh1a7	-0.684	2.360E-02			
			Antxr1	-0.611	2.368E-02			
			Vill	-0.694	2.394E-02			
			Megf6	-0.693	2.394E-02			
			Tspo	-0.654	2.471E-02			
			Slc35f3	-0.689	2.475E-02			
			Scube1	-0.675	2.481E-02			
			1600023N17Rik	-0.642	2.481E-02			
			Abi3bp	-0.684	2.495E-02			
			Ttc16	-0.667	2.519E-02			
			Fmo1	-0.640	2.519E-02			
			Gpr137b	-0.525	2.519E-02			
			Ano1	-0.606	2.708E-02			
			D630024D03Rik	-0.658	2.737E-02			
			Igfbp5	-0.563	2.741E-02			
			Gm42555	-0.683	2.747E-02			
			Trim63	-0.669	2.749E-02			
			Wtip	-0.537	2.848E-02			
			Fam20a	-0.641	2.956E-02			
			Ptpn14	-0.604	2.976E-02			
			Gli3	-0.537	2.976E-02			
			Stard8	-0.570	3.068E-02			
			Hes1	-0.504	3.086E-02			
			Folr1	-0.634	3.092E-02			
			Itpr3	-0.652	3.139E-02			
			Dll1	-0.526	3.183E-02			
			Tns1	-0.544	3.250E-02			
			Tnfrsf19	-0.586	3.266E-02			
			Gm30698	-0.646	3.269E-02			
			Mfap2	-0.629	3.269E-02			
			Hhip	-0.663	3.270E-02			
			Smco4	-0.655	3.270E-02			
			Fkbp10	-0.619	3.278E-02			
			Gm44037	-0.617	3.350E-02			
			1700124L16Rik	-0.576	3.404E-02			
			P4ha2	-0.560	3.410E-02			
			Rab32	-0.654	3.447E-02			
			Cavin1	-0.642	3.447E-02			
			Lrrk1	-0.657	3.479E-02			
			2610035F20Rik	-0.655	3.543E-02			
			Lama5	-0.611	3.543E-02			
			Pla2g4a	-0.654	3.590E-02			
			Gm25835	-0.651	3.590E-02			
			Aqp5	-0.655	3.618E-02			
			Ephb4	-0.614	3.625E-02			
			Shc1	-0.507	3.671E-02			
			Gsn	-0.606	3.685E-02			
			Timp1	-0.650	3.735E-02			
			Clec3b	-0.643	3.842E-02			
			Cldn7	-0.630	3.927E-02			
			2810030D12Rik	-0.508	3.927E-02			
			Lgals1	-0.597	3.940E-02			
			Igf2bp1	-0.561	4.000E-02			
			Ntf3	-0.594	4.039E-02			
			Ogn	-0.497	4.044E-02			
			Gm44678	-0.640	4.062E-02			
			Slc35g1	-0.608	4.064E-02			
			Ahcy	-0.634	4.097E-02			
			Slc39a12	-0.622	4.167E-02			
			Serpinh1	-0.642	4.169E-02			
			Rbm47	-0.636	4.205E-02			
			Maob	-0.582	4.210E-02			
			Tead2	-0.561	4.272E-02			
			Ptpn15	-0.610	4.275E-02			
			Slc4a4	-0.528	4.503E-02			
			Gje1	-0.510	4.511E-02			
			Rassf9	-0.633	4.516E-02			
			Six5	-0.579	4.559E-02			
			Gm20383	-0.606	4.573E-02			
			Plekhf1	-0.621	4.617E-02			
			Mboat1	-0.603	4.637E-02			
			Ch25h	-0.538	4.744E-02			
			Tmem150a	-0.514	4.753E-02			
			Snora73b	-0.628	4.835E-02			
			Wls	-0.580	4.841E-02			
			Adamts2	-0.577	4.841E-02			
			Loxl1	-0.610	4.858E-02			
			Gm12689	-0.620	4.936E-02			

**Table 3.** Statistical table

**Data structure**	**Type of test**	**Power**
Figure 1*C*		
Relative % OTX2 signal in RPE	t-test (two-way ANOVA with repeated measures)	0.98
Normal distribution		
Figure 2*G*		
%AP signal in PR layer	t-test (two-way ANOVA with repeated measures)	
ct + AAV-SoAP vs cKO + AAV-SoAP		n.s
ct + AAV-Otx2-SoAP vs cKO + AAV-Otx2-SoAP		0.97
ct + AAV-SoAP vs ct + AAV-Otx2-SoAP		0.99
cKO + AAV-SoAP vs cKO + AAV-Otx2-SoAP		0.99
Figure 2*H*		
%AP signal in RPE layer	t-test (two-way ANOVA with repeated measures)	
ct + AAV-SoAP vs cKO + AAV-SoAP		n.s
ct + AAV-Otx2-SoAP vs cKO + AAV-Otx2-SoAP		0.97
ct + AAV-SoAP vs ct + AAV-Otx2-SoAP		0.99
cKO + AAV-SoAP vs cKO + AAV-Otx2-SoAP		0.99
Normal distribution		
Figure 4*B*		
Light-Dark Box test	t-test (two-way ANOVA with repeated measures)	
Object in light		0.99
Object in dark		0.99
Without object		0.99
Normal distribution		
Figure 4*C*		
Openfield test	t-test (two-way ANOVA with repeated measures)	n.s
Normal distribution		

Another group contained the genes coding for Myosin heavy chain 11 (*Myh11*), Beaded Filament Structural Protein 2 (*Bfsp2*), Transgelin (*Tagln*), Myosin light chain 9 (*Myl9*), Actin α 2 (*Acta2*) and Calponin 2 (*Cnn2*). This suggests a coordinated decrease of components of the actin cytoskeleton following *Otx2* cKO in PRs, which could explain the arrestin-1 translocation defect. 

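Myh11 (ENSMUSG00000018830, chromosome 16 of GRCm38 from 14194535 to 14291372, minus strand) had 50.0 ± 4.60 CPM (SD, n = 2) in P30 mice 2 and 3, 2.65 CPM in P30 mouse 1 and 34.2 ± 27.5 CPM (SD, n = 3) over all 3 P30 mice, and 1.35 ± 0.805 CPM at P32, 1.45 ± 0.161 CPM at P34 and 1.94 ± 1.00 CPM at P38 (SD, n = 3 at each). The log2 fold change of Myh11 was -5.21 at P32, -5.11 at P34 and -4.67 at P38 against P30 mice 2 and 3, and -4.66 (standard error 0.88, adjusted p = 0.592) at P32, -4.56 (standard error 0.87, adjusted p = 0.0389) at P34 and -4.12 (standard error 0.85, adjusted p = 0.506) at P38 against all 3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among all tested genes, Myh11 was 1 of 21 whose mice fell into a high and a low set at least 3.5 log2 units apart, the high set being P30 mice 2 and 3. Bfsp2 (ENSMUSG00000032556, chromosome 9 of GRCm38 from 103424924 to 103480420, minus strand) had 98.2 ± 138 CPM (SD, n = 2) in P30 mice 2 and 3 and 3.22 CPM in P30 mouse 1 (66.5 ± 112 CPM over all 3, n = 3), against 3.61 ± 4.80 CPM (SD, n = 9) in the cKO mice. The mean of P30 mice 2 and 3 combines 1.01 CPM in mouse 2 and 195 CPM in mouse 3. The score of 8 lens genes was 3.31 in mouse 2 and 9.96 in mouse 3, the highest of all mice. Bfsp2 was next highest in P32 mice 4 and 5 (13.11 and 10.65 CPM), whose lens scores were 9.86 and 9.59. Lens tissue carried along may thus contribute to the Bfsp2 values, and through them to the cytoskeleton score. With P30 mice 2 and 3, the log2 fold change of Bfsp2 was -3.60 at P32, -7.23 at P34 and -5.53 at P38. With all 3 P30 mice, the log2 fold change of Bfsp2 was -3.04 (standard error 1.50, adjusted p = 0.698) at P32, -6.67 (standard error 1.87, adjusted p = 0.222) at P34 and -4.96 (standard error 1.66, adjusted p = 0.847) at P38 by edgeR's quasi-likelihood test, and without P30 mouse 3 it was 1.93 at P32. Tagln (ENSMUSG00000032085, chromosome 9 of GRCm38 from 45929619 to 45936058, minus strand) had 22.9 ± 3.12 CPM (SD, n = 2) in P30 mice 2 and 3 and 2.71 CPM in P30 mouse 1 (16.2 ± 11.9 CPM over all 3, n = 3), against 1.96 ± 0.761 CPM (SD, n = 9) in the cKO mice. Myl9 (ENSMUSG00000067818, chromosome 2 of GRCm38 from 156775420 to 156781658, plus strand) had 28.0 ± 1.38 CPM (SD, n = 2) in P30 mice 2 and 3 and 10.0 CPM in P30 mouse 1 (22.0 ± 10.4 CPM over all 3, n = 3), against 6.27 ± 1.79 CPM (SD, n = 9) in the cKO mice. Acta2 (ENSMUSG00000035783, chromosome 19 of GRCm38 from 34241090 to 34255590, minus strand) had 86.5 ± 12.2 CPM (SD, n = 2) in P30 mice 2 and 3 and 13.4 CPM in P30 mouse 1 (62.2 ± 43.1 CPM over all 3, n = 3), against 10.9 ± 12.2 CPM (SD, n = 9) in the cKO mice. Cnn2 (ENSMUSG00000004665, chromosome 10 of GRCm38 from 79988584 to 79996062, plus strand) had 6.96 ± 1.49 CPM (SD, n = 2) in P30 mice 2 and 3 and 3.41 CPM in P30 mouse 1 (5.78 ± 2.31 CPM over all 3, n = 3), against 2.43 ± 0.867 CPM (SD, n = 9) in the cKO mice. At P34, the log2 fold change with P30 mice 2 and 3 was -4.02 for Tagln, -2.41 for Myl9, -5.21 for Acta2 and -2.03 for Cnn2. With all 3 P30 mice it was -3.51 (standard error 0.64, adjusted p = 0.0280) for Tagln, -2.06 (standard error 0.38, adjusted p = 0.0313) for Myl9, -4.73 (standard error 0.89, adjusted p = 0.0352) for Acta2 and -1.76 (standard error 0.37, adjusted p = 0.0589) for Cnn2 by edgeR's quasi-likelihood test. At P32 the change ranged from -3.11 (Tagln) to -1.27 (Cnn2) with P30 mice 2 and 3 and from -2.61 (Tagln) to -1.00 (Cnn2) with all 3, and at P38 from -3.65 (Tagln) to -1.37 (Cnn2) and from -3.14 (Tagln) to -1.09 (Cnn2), with adjusted p of at least 0.506 for all 3 P30 mice in edgeR's quasi-likelihood test. The cytoskeleton genes past the threshold with P30 mice 2 and 3 were Myh11, Tagln and Myl9 at P32, Myh11, Tagln, Myl9, Acta2 and Cnn2 at P34 and Myh11, Tagln and Myl9 at P38.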

The third assigned group of downregulated genes comprised genes involved in signaling such as *neuropeptide S receptor 1* (*Npsr1*), *angiopoietin-like 2* (*Angptl2*), *thrombomodulin* (*Thbd*), *phospholipase D5* (*Pld5*), and *3'-phosphoadenosine 5'-phosphosulfate synthase 2* (*Papss2*) and genes related to TGF-ß and Wnt signaling, such as *Wnt16* and *Wnt inhibitory factor 1* (*Wif1*). 

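Npsr1 (ENSMUSG00000043659, chromosome 9 of GRCm38 from 24097996 to 24316398, plus strand) had 4.06 ± 0.946 CPM (SD, n = 2) in P30 mice 2 and 3 and 1.59 CPM in P30 mouse 1 (3.23 ± 1.57 CPM over all 3, n = 3), against 0.849 ± 0.289 CPM (SD, n = 9) in the cKO mice. Angptl2 (ENSMUSG00000004105, chromosome 2 of GRCm38 from 33216069 to 33247717, plus strand) had 16.7 ± 1.88 CPM (SD, n = 2) in P30 mice 2 and 3 and 5.98 CPM in P30 mouse 1 (13.1 ± 6.34 CPM over all 3, n = 3), against 2.86 ± 1.42 CPM (SD, n = 9) in the cKO mice. Thbd (ENSMUSG00000074743, chromosome 2 of GRCm38 from 148404466 to 148408188, minus strand) had 7.12 ± 1.91 CPM (SD, n = 2) in P30 mice 2 and 3 and 2.49 CPM in P30 mouse 1 (5.58 ± 2.99 CPM over all 3, n = 3), against 1.76 ± 0.325 CPM (SD, n = 9) in the cKO mice. Pld5 (ENSMUSG00000055214, chromosome 1 of GRCm38 from 175962306 to 176275312, minus strand) had 12.0 ± 0.291 CPM (SD, n = 2) in P30 mice 2 and 3 and 6.62 CPM in P30 mouse 1 (10.2 ± 3.10 CPM over all 3, n = 3), against 3.85 ± 0.914 CPM (SD, n = 9) in the cKO mice. Papss2 (ENSMUSG00000024899, chromosome 19 of GRCm38 from 32595790 to 32667187, plus strand) had 16.7 ± 4.09 CPM (SD, n = 2) in P30 mice 2 and 3 and 11.3 CPM in P30 mouse 1 (14.9 ± 4.24 CPM over all 3, n = 3), against 7.88 ± 0.669 CPM (SD, n = 9) in the cKO mice. At P34, the log2 fold change with P30 mice 2 and 3 was -2.74 for Npsr1, -3.73 for Angptl2, -2.08 for Thbd, -1.92 for Pld5 and -1.24 for Papss2. Against all 3 P30 mice it was -2.41 (standard error 0.40, adjusted p = 0.0163) for Npsr1, -3.38 (standard error 0.42, adjusted p = 0.00270) for Angptl2, -1.72 (standard error 0.38, adjusted p = 0.0835) for Thbd, -1.69 (standard error 0.28, adjusted p = 0.0184) for Pld5 and -1.08 (standard error 0.18, adjusted p = 0.0160) for Papss2 at P34 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At P32 these 5 genes ranged from -2.31 (Angptl2) to -1.03 (Papss2) with P30 mice 2 and 3 and from -1.98 (Npsr1) to -0.87 (Papss2) with all 3. At P38 they ranged from -2.08 (Angptl2) to -1.00 (Papss2) and from -1.73 (Angptl2) to -0.83 (Papss2), with adjusted p of at least 0.506 at both ages for all 3 P30 mice in edgeR's quasi-likelihood test. Papss2 lay between 6.57 and 8.61 CPM in the 9 cKO mice, below all 3 P30 mice. Wnt16 (ENSMUSG00000029671, chromosome 6 of GRCm38 from 22288227 to 22298522, plus strand) had 2.68 ± 0.262 CPM (SD, n = 2) in P30 mice 2 and 3 and 0.363 CPM in P30 mouse 1 (1.91 ± 1.35 CPM over all 3, n = 3), against 0.172 ± 0.134 CPM (SD, n = 9) in the cKO mice. Its P34 libraries held 2, 3 and 3 counts, at least 18.9-fold below the mean of all 3 P30 mice of 1.91 CPM with the floor set at 3 counts. Wif1 (ENSMUSG00000020218, chromosome 10 of GRCm38 from 121033960 to 121100650, plus strand) had 2.92 ± 0.668 CPM (SD, n = 2) in P30 mice 2 and 3 and 0.599 CPM in P30 mouse 1 (2.14 ± 1.42 CPM over all 3, n = 3), against 0.362 ± 0.317 CPM (SD, n = 9) in the cKO mice. At P34 it had 1, 1 and 3 counts, at least 21.2-fold below the mean of all 3 P30 mice of 2.14 CPM. With P30 mice 2 and 3, the log2 fold change of Wnt16 was -3.99 at P32 and -3.21 at P38, and that of Wif1 was -2.39 at P32 and -2.55 at P38. At P38 the log2 fold change with all 3 P30 mice was -2.70 (standard error 0.72, adjusted p = 0.720) for Wnt16 and -2.10 (standard error 0.64, adjusted p = 0.847) for Wif1, and at P32 it was -3.48 (standard error 0.77, adjusted p = 0.698) and -1.94 (standard error 0.64, adjusted p = 0.698), by edgeR's quasi-likelihood test. The 3 remaining signaling genes of Fig. 5D, Edn3, Stac and Mdk, had log2 fold changes at P34 of -4.24 for Edn3, -1.92 for Stac and -1.77 for Mdk with P30 mice 2 and 3, and -3.79 (standard error 0.63, adjusted p = 0.0184) for Edn3, -1.76 (standard error 0.32, adjusted p = 0.0268) for Stac and -1.59 (standard error 0.36, adjusted p = 0.0934) for Mdk with all 3 by edgeR's quasi-likelihood test. The signaling genes past the threshold with P30 mice 2 and 3 were Npsr1, Angptl2, Thbd, Papss2 and Wnt16 at P32, Npsr1, Angptl2, Thbd, Pld5, Papss2, Wnt16, Wif1, Edn3 and Stac at P34 and Angptl2 and Thbd at P38.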

Among downregulated genes, especially at P34, were also genes with oxido-reductive functions. 

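Fig. 5D places Gsta3, which encodes a glutathione S-transferase, and Ucp2, which encodes a mitochondrial uncoupling protein, in the oxido-reduction group. Gsta3 (ENSMUSG00000025934, chromosome 1 of GRCm38 from 21240589 to 21265661, plus strand) had 15.6 ± 7.29 CPM (SD, n = 2) in P30 mice 2 and 3, 5.46 CPM in P30 mouse 1 and 12.2 ± 7.81 CPM (SD, n = 3) over all 3 P30 mice, and 4.45 ± 1.94 CPM at P32, 2.05 ± 0.165 CPM at P34 and 2.72 ± 0.418 CPM at P38 (SD, n = 3 at each). Its log2 fold change was -1.82 at P32, -2.93 at P34 and -2.52 at P38 against P30 mice 2 and 3, and -1.46 (standard error 0.42, adjusted p = 0.698) at P32, -2.57 (standard error 0.45, adjusted p = 0.0215) at P34 and -2.16 (standard error 0.44, adjusted p = 0.506) at P38 against all 3 by edgeR's quasi-likelihood test. Ucp2 (ENSMUSG00000033685, chromosome 7 of GRCm38 from 100493337 to 100502020, plus strand) had 38.2 ± 4.51 CPM (SD, n = 2) in P30 mice 2 and 3, 18.5 CPM in P30 mouse 1 and 31.6 ± 11.8 CPM (SD, n = 3) over all 3 P30 mice, and 15.4 ± 3.35 CPM at P32, 11.8 ± 2.10 CPM at P34 and 14.6 ± 2.70 CPM at P38 (SD, n = 3 at each). The log2 fold change of Ucp2 was -1.31 at P32, -1.70 at P34 and -1.38 at P38 against P30 mice 2 and 3, and -1.04 (standard error 0.27, adjusted p = 0.698) at P32, -1.42 (standard error 0.28, adjusted p = 0.0409) at P34 and -1.11 (standard error 0.27, adjusted p = 0.648) at P38 with all 3 P30 mice by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. P30 mouse 1 lay below the highest cKO mouse for Gsta3, at 6.39 CPM. With P30 mice 2 and 3, the genes past the threshold were none at P32, Gsta3 and Ucp2 at P34 and Gsta3 at P38.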

Some of these encode cytochrome subunits, with a mitochondrial localization, involved in the respiratory chain and playing a role in ATP production. 

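Of the respiratory chain cytochromes and cytochrome c oxidase subunits, 28 genes were tested, together with 55 genes of NADH and succinate dehydrogenase and 42 of the cytochrome P450 and b families, 125 in all. At P34, 0 of the 125 were lower with P30 mice 2 and 3 as the controls. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with all 3 P30 mice, 0 were lower, 6 were lower at an unadjusted p, and 1 (Cyp4f15, chosen after its values were seen) was lower after adjustment over the 125 genes alone. The median log2 fold change at P34 was -0.03 for the cytochromes and cytochrome c oxidase subunits, -0.02 for the dehydrogenases and -0.08 for the P450 and b families, and 75 of the 125 genes were negative. Over the 125 genes, the median was 0.22 at P32 and -0.04 at P38, with 1 gene lower at an unadjusted p at each (Cybb at P32 and Cyba at P38, chosen after their values were seen). The paper's Table 2 lists 2 genes of these families as lower at P34, Cyba and Cyp4f15.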

Other downregulated oxidoreductases were the mitochondrial amidoxime reducing component 2 (*Mtarc2*) and the Fatty acyl-CoA reductase 2 (*Far2*). 

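Mtarc2 (ENSMUSG00000073481, chromosome 1 of GRCm38 from 184813068 to 184846451, minus strand) had 25.6 ± 3.63 CPM (SD, n = 2) in P30 mice 2 and 3, 29.9 CPM in P30 mouse 1 and 27.1 ± 3.59 CPM (SD, n = 3) over all 3 P30 mice, and 35.5 ± 14.6 CPM at P32, 25.8 ± 1.70 CPM at P34 and 23.1 ± 3.54 CPM at P38 (SD, n = 3 at each). P32 mouse 4 alone had 52.3 CPM of Mtarc2, and the other cKO mice had at most 28.8. Its log2 fold change was 0.47 at P32, 0.01 at P34 and -0.15 at P38 against P30 mice 2 and 3, and 0.39 (standard error 0.23, adjusted p = 0.698) at P32, -0.07 (standard error 0.23, adjusted p = 0.951) at P34 and -0.23 (standard error 0.23, adjusted p = 0.888) at P38 against all 3 by edgeR's quasi-likelihood test. With the 9 cKO mice as one group, the log2 fold change was 0.14 with P30 mice 2 and 3 and 0.06 (standard error 0.23, adjusted p = 1.00) with all 3 by the same test, and its sign at P34 was positive against P30 mice 2 and 3. Far2 (ENSMUSG00000030303, chromosome 6 of GRCm38 from 148047259 to 148182758, plus strand) had 5.97 ± 0.421 CPM (SD, n = 2) in P30 mice 2 and 3, 6.59 CPM in P30 mouse 1 and 6.18 ± 0.466 CPM (SD, n = 3) over all 3 P30 mice, and 5.68 ± 1.13 CPM at P32, 7.93 ± 1.42 CPM at P34 and 6.72 ± 0.657 CPM at P38 (SD, n = 3 at each). Far2 changed by a log2 fold change of -0.07 at P32, 0.41 at P34 and 0.17 at P38 against P30 mice 2 and 3, and -0.12 (standard error 0.18, adjusted p = 0.824) at P32, 0.36 (standard error 0.18, adjusted p = 0.524) at P34 and 0.12 (standard error 0.18, adjusted p = 0.931) at P38 against all 3 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Neither gene passed the threshold at any age, and neither is listed in the paper's Table 2.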

The fifth assigned group corresponded to genes involved in melanogenesis, including *Tyrosinase*, *Tyrp1*, *Slc45A2*, *PMEL* (*Silver*), and *Mlana* (Fig. 5*D*,*E*). This was unexpected because all these genes are expressed in the RPE, but not in PR cells where *Otx2* cKO had taken place. However, all of them were previously shown to be OTX2 direct targets in the RPE (Housset et al., 2013) and to have OTX2 ChIP-Seq peaks (Samuel et al., 2014). 

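Tyr (ENSMUSG00000004651, chromosome 7 of GRCm38 from 87424771 to 87493512, minus strand) had 27.2 ± 0.338 CPM (SD, n = 2) in P30 mice 2 and 3 and 4.97 CPM in P30 mouse 1 (19.8 ± 12.8 CPM over all 3, n = 3), against 3.73 ± 1.67 CPM (SD, n = 9) in the cKO mice. Tyrp1 (ENSMUSG00000005994, chromosome 4 of GRCm38 from 80834123 to 80851719, plus strand) had 110.4 ± 4.70 CPM (SD, n = 2) in P30 mice 2 and 3 and 19.7 CPM in P30 mouse 1 (80.2 ± 52.5 CPM over all 3, n = 3), against 10.4 ± 6.16 CPM (SD, n = 9) in the cKO mice. Slc45a2 (ENSMUSG00000022243, chromosome 15 of GRCm38 from 11000721 to 11029233, plus strand) had 4.13 ± 0.213 CPM (SD, n = 2) in P30 mice 2 and 3 and 0.789 CPM in P30 mouse 1 (3.02 ± 1.93 CPM over all 3, n = 3), against 1.03 ± 0.379 CPM (SD, n = 9) in the cKO mice. Pmel (ENSMUSG00000025359, chromosome 10 of GRCm38 from 128704195 to 128720238, plus strand) had 229.8 ± 39.3 CPM (SD, n = 2) in P30 mice 2 and 3 and 25.1 CPM in P30 mouse 1 (162 ± 121 CPM over all 3, n = 3), against 15.5 ± 9.75 CPM (SD, n = 9) in the cKO mice. Mlana (ENSMUSG00000024806, chromosome 19 of GRCm38 from 29697824 to 29708634, plus strand) had 23.3 ± 5.47 CPM (SD, n = 2) in P30 mice 2 and 3 and 3.60 CPM in P30 mouse 1 (16.7 ± 12.0 CPM over all 3, n = 3), against 1.60 ± 1.13 CPM (SD, n = 9) in the cKO mice. At P32, the log2 fold change with P30 mice 2 and 3 was -2.99 for Tyr, -3.27 for Tyrp1, -1.60 for Slc45a2, -3.57 for Pmel and -3.34 for Mlana, at P34 it was -3.17 for Tyr, -4.20 for Tyrp1, -2.34 for Slc45a2, -4.72 for Pmel and -4.90 for Mlana, and at P38 -2.50 for Tyr, -2.99 for Tyrp1, -2.13 for Slc45a2, -3.64 for Pmel and -3.74 for Mlana. The threshold was passed with these 2 controls by Tyr at P32, Tyr, Tyrp1, Slc45a2, Pmel and Mlana at P34 and none at P38. With all 3 P30 mice, the log2 fold change at P34 was -2.71 (standard error 0.60, adjusted p = 0.0835) for Tyr, -3.73 (standard error 0.69, adjusted p = 0.0316) for Tyrp1, -1.88 (standard error 0.54, adjusted p = 0.232) for Slc45a2, -4.21 (standard error 0.86, adjusted p = 0.0546) for Pmel and -4.42 (standard error 0.82, adjusted p = 0.0316) for Mlana by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At P32 it ranged from -3.06 (Pmel) to -1.14 (Slc45a2) and at P38 from -3.26 (Mlana) to -1.67 (Slc45a2), with adjusted p of at least 0.609 in edgeR's quasi-likelihood test. With the 9 cKO mice as one group, the log2 fold change with P30 mice 2 and 3 was -2.86 for Tyr, -3.40 for Tyrp1, -1.99 for Slc45a2, -3.89 for Pmel and -3.85 for Mlana, and Tyr, Tyrp1, Slc45a2, Pmel and Mlana passed the threshold. None passed in that comparison with all 3 P30 mice, where it was -2.40 (standard error 0.42, adjusted p = 0.0639) for Tyr, -2.94 (standard error 0.49, adjusted p = 0.0553) for Tyrp1, -1.53 (standard error 0.40, adjusted p = 0.601) for Slc45a2, -3.38 (standard error 0.58, adjusted p = 0.0579) for Pmel and -3.37 (standard error 0.57, adjusted p = 0.0553) for Mlana by the same test. P30 mouse 1 lay below the highest cKO mouse for Tyr, Slc45a2 and Pmel, and just above it for Tyrp1 (19.7 against 19.3 CPM), while for Mlana it was level with P32 mouse 4 at 3.60 CPM.

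**Figure D2:**
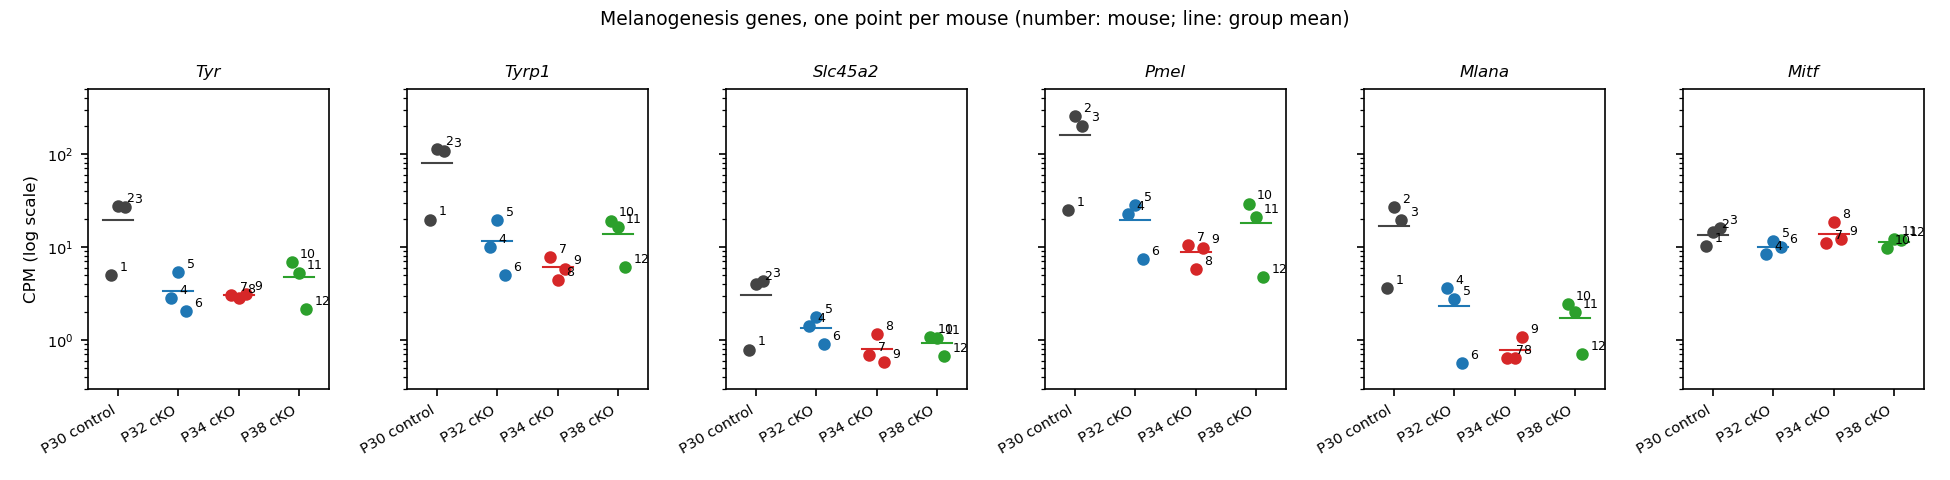
CPM on a log axis (y axis) by age (x axis) of Tyr, Tyrp1, Slc45a2, Pmel, Mlana and Mitf, with 1 point per mouse and a line at the mean of each age. P30 mice 2 and 3 lie above all other mice for the first 5 genes, and P30 and cKO mice overlap for Mitf.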

Their downregulation, confirmed by semi-quantitative RT-qPCR for *Tyr*, *Trp1*, and *Mlana* (Fig. 5*F*), nicely fits with the enhanced transfer of OTX2 toward PR segments and its parallel depletion of OTX2 from RPE on PR-specific *Otx2* cKO (Fig. 1*A*,*B*). This appears to be highly specific, as other RPE-specific genes like *Mitf*, also involved in melanogenesis but not under the control of Otx2, were not altered (Fig. 5*E*). 

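Mitf (ENSMUSG00000035158, chromosome 6 of GRCm38 from 97807052 to 98021349, plus strand) had 15.2 ± 1.14 CPM (SD, n = 2) in P30 mice 2 and 3, 10.3 CPM in P30 mouse 1 and 13.6 ± 2.94 CPM (SD, n = 3) over all 3 P30 mice, and 9.94 ± 1.57 CPM at P32, 14.0 ± 4.08 CPM at P34 and 11.3 ± 1.40 CPM at P38 (SD, n = 3 at each). The log2 fold change was -0.61 at P32, -0.12 at P34 and -0.42 at P38 against P30 mice 2 and 3, and -0.44 (standard error 0.22, adjusted p = 0.698) at P32, 0.05 (standard error 0.22, adjusted p = 0.968) at P34 and -0.26 (standard error 0.22, adjusted p = 0.870) at P38 against all 3 by edgeR's quasi-likelihood test. None of these passed the threshold. P34 mouse 8 alone had 18.6 CPM, and the sign at P34 was negative against P30 mice 2 and 3 and positive against all 3. A score of 11 other genes of the RPE (Rpe65, Best1, Lrat, Rgr, Rdh5, Rrh, Slc16a8, Kcnj13, Stra6, Ttr and Krt18) was computed as the mean log2 CPM of each mouse. It was 3.73 over P30 mice 2 and 3, 3.49 in P30 mouse 1 and 3.65 ± 0.54 (SD, n = 3) over all 3, against 3.64 ± 0.33 (SD, n = 9) in the cKO mice. The difference was -0.09 with P30 mice 2 and 3 (exact two-sided permutation p = 0.782) and -0.01 with all 3 (exact two-sided permutation p = 0.959), smaller than the spread between P30 mice.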

The strong downregulation of these RPE-specific OTX2 target genes following PR-specific *Otx2* ablation confirmed that OTX2 activity was decreased in RPE cells.

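Fig. 5E also plots Dct, Rab38, Mlph, Oca2, Gpr143, Rab27a and Rab32. At P34, the log2 fold change with P30 mice 2 and 3 was -3.83 for Dct, -2.28 for Rab38, -4.74 for Mlph, -2.13 for Oca2, -1.91 for Gpr143, -0.68 for Rab27a and -1.26 for Rab32. The values with all 3 P30 mice were -3.36 (standard error 0.73, adjusted p = 0.0751) for Dct, -2.08 (standard error 0.39, adjusted p = 0.0354) for Rab38, -4.32 (standard error 0.65, adjusted p = 0.00893) for Mlph, -1.80 (standard error 0.61, adjusted p = 0.324) for Oca2, -1.51 (standard error 0.72, adjusted p = 0.502) for Gpr143, -0.55 (standard error 0.14, adjusted p = 0.162) for Rab27a and -1.17 (standard error 0.35, adjusted p = 0.242) for Rab32 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and only Rab38 and Mlph among these 7 passed the threshold. With P30 mice 2 and 3 those past it were Mlph at P32, Dct, Rab38, Mlph and Rab27a at P34 and none at P38. At P32, it ranged from -2.80 (Mlph) to -0.06 (Rab32), and at P38 from -2.41 to -0.37, with none of the 7 past the threshold at either age (all 3 P30 mice). Dct (ENSMUSG00000022129, chromosome 14 of GRCm38 from 118012790 to 118052244, minus strand) had 350.0 ± 57.2 CPM (SD, n = 2) in P30 mice 2 and 3 and 61.7 CPM in P30 mouse 1 (254 ± 171 CPM over all 3, n = 3), against 37.5 ± 21.1 CPM (SD, n = 9) in the cKO mice. Mlph (ENSMUSG00000026303, chromosome 1 of GRCm38 from 90915085 to 90951142, plus strand) had 13.0 ± 2.87 CPM (SD, n = 2) in P30 mice 2 and 3 and 3.25 CPM in P30 mouse 1 (9.76 ± 5.99 CPM over all 3, n = 3), against 1.23 ± 0.831 CPM (SD, n = 9) in the cKO mice. The paper reasons that the melanogenesis genes are expressed in the RPE and not in PR cells, that they are direct OTX2 targets in the RPE and that Mitf, which is not under OTX2 control, did not change. From their downregulation after deletion in PRs alone, checked by RT-PCR for Tyr, Tyrp1 and Mlana, it concludes that OTX2 activity fell in RPE cells. The paper relates this to its weaker OTX2 staining in the RPE of cKO mice and to the transfer of OTX2 from RPE to PRs, which it followed with tagged OTX2.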

## Discussion

Using cell-specific KO to study the function of OTX2 in adult PR cells, we revealed new functions of PR OTX2 as well as the existence of a transfer of OTX2 from RPE to PR cells, possibly associated to neuroprotective functions.

### *Otx2* cKO does not affect retina integrity

*Otx2* cKO restricted to PRs neither affects cell viability nor identity. Although a switch of cell identity is not frequent, this can occur on gain or loss of transcription factors. For instance, ectopic expression of *Pax4* can reprogram α or δ-pancreatic cells into β-cells (Collombat et al., 2009; Chung et al., 2010; Druelle et al., 2017). In the developing retina, *Otx2* KO respecifies PR precursors into amacrine precursors (Nishida et al., 2003; Yamamoto et al., 2020). In the adult retina, cell identity no longer requires OTX2, indicating that identity is robustly established. We did not find a role for OTX2 in major PR cell-specific functions; levels of opsins or of phototransduction proteins such as arrestin-1 were unchanged. This could be because of CRX expression in PR, which could compensate for the loss of OTX2. Both proteins recognize the same DNA motif (Chen et al., 1997; Chatelain et al., 2006), have overlapping genome occupancies (Samuel et al., 2014) and thus, could substitute for each other. A way to reveal OTX2 and CRX shared target genes in PRs would be to KO *Crx* simultaneously to *Otx2* in adult PR cells. Unfortunately, no conditional *floxed-Crx* allele is available. Somatic *Crx* ablation with CRISPR/Cas9 in future studies might help solve this issue.

### Arrestin-1 translocation defect and photophobia

*Otx2* KO in PRs causes an arrestin-1 translocation defect associated with photophobia. The defect concerns both directions of translocation. Arrestin-1 movement (Broekhuyse et al., 1985) is part of a process of protein translocation between PR compartments triggered by lighting changes (Strissel et al., 2006). It is thought to contribute to rod maintenance. Its main function would be to protect PRs against phototransduction signaling overload during the day and spare them for dusk (Gurevich et al., 2011).

Arrestin-1 forms oligomers (Kim et al., 2011). The translocation delay we observe here is similar to that seen in mice expressing oligomerization defective arrestin-1 mutants (Samaranayake et al., 2020). While *Otx2* cKO is unlikely to affect the formation of oligomers, as this process is autonomous (Kim et al., 2011), it might affect the energy supply needed to control oligomers movement (Satoh et al., 2010). Energy requirement for arrestin-1 translocation is debated (Mendez et al., 2003; Nair et al., 2005; Slepak and Hurley, 2008), but considering the cost of active transport, diffusion is believed to account for most of arrestin-1 movement (Gurevich et al., 2011). Nevertheless, the control of translocation by light needs a gating energy (Satoh et al., 2010). Since each PR consumes ∼10^8^ ATP.s^−1^ to support the Na^+^ influx through cGMP-gated channels, plus the ATP needed to control light-induced protein translocation (Okawa et al., 2008), any small variation in ATP production is likely to affect this process. OTX2, which stimulates mitochondrial energetics and ATP level in BCs (Kim et al., 2015), could influence the level of energy necessary to control arrestin translocation.

Arrestin-1 translocation is also affected by inhibitors of actin polymerization (Peterson et al., 2005; Reidel et al., 2008), indicating that this process requires functional microfilaments. A role of OTX2 in the control of cytoskeleton genes has long been proposed (Boncinelli and Morgan, 2001). The downregulation of myosin light and heavy chains, actin, calponin, and other partner genes that we observe on PR-specific *Otx2* cKO confirms that in adult PR, OTX2 coordinates the expression of major actors of the actin cytoskeleton. Together, defects in ATP production and microfilament in *Otx2* cKO retinas may contribute to the arrestin-1 translocation defect.

### PR-specific *Otx2* ablation causes downregulation of IPM and ECM genes

*Otx2* ablation in PRs affects the expression of IPM and ECM genes. The ECM is made of collagen, elastin, and carbohydrates assembled into a meshwork with structural and signaling roles (Kular et al., 2014; Alisafaei et al., 2021). The specialized IPM, which fills the space between PRs and RPE, is devoid of collagens and elastin (Ishikawa et al., 2015). Chondroitin sulfate proteoglycans (CSPGs) are abundant in both matrices, but versican, decorin, and biglycan are specific components of the IPM (Ishikawa et al., 2015). In the visual cortex, OTX2 binds to CSPGs of perineuronal nets (PNNs) surrounding parvalbumin cells (Beurdeley et al., 2012). CSPGs interact with signaling molecules and facilitate their interaction with target cells (Mizumoto et al., 2013). In parvalbumin cells, OTX2 binding to PNN promotes its internalization and subsequent maturation of the PNN (Beurdeley et al., 2012; Bernard and Prochiantz, 2016). The regulation of ECM and IPM genes by OTX2 in the mature retina observed here suggests that this could be a general function of OTX2 in neurons.

The ECM participates in tissue rigidity and signaling activities. This may explain our observation that *Otx2* mutant retinas tend to tear more easily than control retinas. The fact that more OTX2 secreted by the RPE is internalized by PRs after *Otx2* cKO may also reflect a modification of signaling activities. In the visual cortex, PNN disruption reduces OTX2 binding and internalization specificity (Bernard and Prochiantz, 2016). Similarly, downregulation of CSPGs following *Otx2* KO in PRs could facilitate the transfer of extracellular OTX2. The IPM could contain components secreted by PR cells under the control of OTX2, that limit OTX2 diffusion. Following *Otx2* KO in PR cells, their concentration would decrease, allowing facilitated diffusion of RPE-derived OTX2, and possibly of other factors. A thorough analysis of IPM composition in control and *Otx2* PR-specific KO retinas could reveal whether IPM contains such components and help identifying the signaling factors that PR and RPE cells exchange.

### OTX2 transfer from RPE to PR

The decrease of RPE OTX2 and the concomitant downregulation of RPE-specific target genes following PR-specific *Otx2* cKO led us to highlight a transfer of OTX2 protein from the RPE to PR cells that has not been described before.

What makes OTX2 basal transfer increase in PR cKO retina? We see two non-exclusive possibilities: either *Otx2* cKO PRs actively send a signal to the RPE, and/or the increased transfer is passive. The increase of GFAP seen in Müller cells following cKO could reflect and even contribute to an active signal. On the other hand, the existence of a basal transfer of OTX2 from the RPE to the PRs sets the stage for a passive effect: after *Otx2* cKO in PR cells, the decreased endogenous OTX2 concentration could simply create an imbalance. Together with the downregulation of IPM-specific proteins, which might facilitate diffusion of OTX2, this could increase the transfer rate and restore the equilibrium.

Since the serendipitous discovery of homeodomain internalization (Joliot et al., 1991), intercellular homeoprotein transfer has been found in several organisms and tissues (Di Nardo et al., 2020) and concerns many homeoproteins (Lee et al., 2019). Besides their cell-autonomous functions as transcription factors, homeoproteins, among which OTX2, PAX6, VAX1, and Engrailed can exert other functions outside of their producing cells, such as signaling, maturation and neuroprotection (for review, see Di Nardo et al., 2018). Engrailed was shown to contribute to RGC axon guidance by stimulating ATP synthesis (Stettler et al., 2012). A similar role was found for exogenous OTX2 in T2 OFF-BCs (Kim et al., 2015), further supported by a proteomic study showing OTX2 association with mitochondrial proteins involved in energy production (Fant et al., 2015).

What could be the role of transferred OTX2 in PR? Until recently, functional analysis remained difficult, because the motifs controlling secretion and internalization lie within the homeodomain, making cell-autonomous and non-cell-autonomous activities impossible to separate by genetic mutations (Di Nardo et al., 2018). However, recent studies using secreted single-chain OTX2-antibodies to trap extracellular OTX2 have made it possible to investigate non-cell-autonomous functions without interfering with cell-autonomous ones (Bernard et al., 2016). In the retina, this strategy demonstrated the importance of extracellular OTX2 for internal retinal activity and visual acuity (Torero Ibad et al., 2020). To probe the role of exogenous OTX2 of RPE origin, one possibility would be to conditionally express single-chain OTX2-antibodies in PRs with or without simultaneous deletion of the endogenous *Otx2* gene. OTX2 neuroprotective role could then be estimated by assessing PR fitness.

In conclusion, we have found a new level of inter-cellular interaction in the retina, that relies on OTX2 transfer from RPE to PR cells. There seems to be a directionality of the transfer: the proposed source of OTX2 found in RGC was PR or BC (Sugiyama et al., 2008). The source of OTX2 in T2-OFF BC is PR, not BC (Kim et al., 2015). Here, the source of OTX2 we find in PR outer segments and cytoplasm is RPE. This evokes a generalized inward transfer of OTX2, that might reflect a level of close proximity interactions essential for the physiology and long-term maintenance of the retina.

How the deposited data were processed for this re-analysis (not part of the article)

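Whole retinas of 12 mice (3 P30 control mice, and 3 cKO mice each at P32, P34 and P38) were sequenced as 1 library per mouse. The authors prepared stranded mRNA libraries, sequenced 50 bp single reads, mapped them to mm10 with STAR 2.5.3a and counted reads per gene of Ensembl release 93 with HTSeq 0.6.1p1 in union mode. The authors deposited these counts per gene as whole numbers, without normalization and with 1 set of counts per mouse, and tested them in R 3.3.2 with DESeq2 1.16.1. The option for the strand used in counting is not named in the paper's text, and in the deposited counts Tsix, which lies opposite Xist, had 2 to 10 counts in each mouse, while Xist had up to 114682. Reads with more than 1 position were left out by the authors' counting, so genes with near-identical copies are undercounted.

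From the counts, CPM were computed with edgeR 4.0.16 (TMM scaling) in R 4.3.3, and genes were kept by edgeR's filter on low counts over the 4 conditions. All 12 mice entered 1 quasi-likelihood fit with 1 mean per condition, and the 9 cKO mice were also compared with the P30 mice as one group in a separate fit. P-values were adjusted by the Benjamini-Hochberg method over the 18628 genes tested. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Group scores are means of log2 CPM with a prior count of 2, compared by exact two-sided permutation tests. Gene symbols and GRCm38 positions were taken from the GENCODE M21 annotation, which named 54079 (99.9%) of the genes counted. The procedure was tested on simulated counts with 200 changed genes. The principal component analysis and an alternative test used DESeq2 1.42.0.

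The library totals of 29701483 to 60145034 counts put 3 counts at 0.0499 to 0.101 CPM, and where all mice of a group had at most 3 counts a fold is given as a bound. That floor covers counting error only. The 10 most counted genes took 9.39 to 13.9% of counts. No pair of libraries held the same counts: the chi-square of their counts over genes per degree of freedom was 20.4 to 268 between mice of the same condition. Samples were grouped by the ages in the paper and the labels. The P30 mice in Fig. 5D were found by comparing its cell colors with the counts, and they are used as the controls of that panel beside all 3 P30 mice. Which P30 mice entered the paper's own tests is not stated.

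Genes named in the text are those the paper names in its RNA-seq results, Fig. 5D or Fig. 5E, and at each age the 3 genes with the largest change in each direction among those past the threshold whose 3 cKO values all lie on one side of the 3 P30 values. In the additional observations, marker genes and the gene with the largest change are named as well. The alternatives tried were DESeq2's size factors, other filters on low counts, DESeq2 with and without shrunken fold changes, a robust fit, fits with only the conditions compared, other thresholds, other scores, and leaving out each mouse. Sex, a lens score and a ciliary body score were added as covariates after seeing the data. The reads over Otx2 exons, the RT-PCR, the functional annotation tools behind Fig. 5C and the exact gene sets behind the ECM statement were not analysed here. For ECM and cytochrome genes, families defined by gene symbol were used instead.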

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

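All tests of technical explanations in this part were chosen only after the results were seen, and the covariates among them likewise.

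The 9 cKO mice held a mouse far from the others in 2 of the 66 measures examined this way, and chance gives about 1 in 20. For Mtarc2, P32 mouse 4 had a log2 CPM of 5.71 and the other 8 cKO mice 4.35 to 4.85, a gap of 0.634 of the whole range (above Dixon's 95% critical value). For Mitf, P34 mouse 8 had 4.22 and the others 3.07 to 3.62, a gap of 0.521. No technical or biological explanation was tested for either.

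Between ages, 45 genes differed between P34 and P32, and 37 between P38 and P34, each by a direct test of the 2 cKO ages. Of the 10 ways to split the 6 mice, 1 gave as many genes in each comparison, the real one, and the largest number in another split was 0 and 1, so the design cannot put this share under 0.1. The genes concerned were nearly all among the 123 lower at P34 than at P30 (43 of 45 and 37 of 37, with 33 in both lists), so the explanations were tested on the 123. With a ciliary body score as a covariate 28 genes were lower at P34 than at P30, and with a lens score 50 were. Every P30 mouse had a higher ciliary body score than every P34 mouse, by at least 0.467 log2 units, so this covariate separates the 2 ages as the contrast does, and fewer calls with it are found whether or not ciliary tissue is the cause. The lens score of P30 mouse 2 was level with the highest at P34 (difference -0.000596). P30 mice 1 and 3 had lens scores of 7.92 and 9.96, against 1.70 to 3.31 at P34. Fewer calls with the lens score thus do not show that lens tissue is the cause either. All 3 P30 values lay above all P34 values in 121 of the 123 genes. These genes were selected as lower at P34, so that count cannot exclude less lens as a cause. The lens score fell by 4.35 log2 units and the ciliary body score by 1.87 between P30 and P34, with exact permutation p of 0.2 and 0.1 (3 mice against 3 cannot go below 0.1). With sex as a covariate 142 genes were lower at P34, of which 98 were among the 123. With every library thinned to the smallest total 126 were lower, of which 114 were among the 123. Neither removed the difference. The share of counts on the 10 most counted genes differed by 1.25 percentage points, and it was not used as a covariate. Across genes, the log2 fold change at P34 had a Spearman's rho of -0.0733 with transcript GC and 0.181 with exon length, where genes are not independent replicates. A biological explanation, a decrease that is deepest 4 d after tamoxifen, cannot be told apart from a P34 dissection with less ciliary or lens tissue by these tests.

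Reads on Y-linked genes, which the paper does not discuss, appeared in 5 of the 9 cKO mice and in none of the P30 mice above 0.242 CPM. The highest sum over 4 Y-linked genes was 304.7 CPM, in P34 mouse 8. By these genes and Xist the males were P32 mouse 4, P34 mice 7 and 8 and P38 mice 10 and 11, and all 3 P30 mice were female, so sex is unbalanced between the groups. The paper used mice of both sexes. Among the female mice alone (3 P30 and 4 cKO), 109.2% of the melanogenesis score difference was left (difference -3.12, exact permutation p = 0.0286, the smallest 3 mice against 4 allow). The 5 males had Xist at 0.600 to 3.28 CPM and the 7 other mice at 1727 to 2462 CPM, so the Y-linked reads came from male mice and not from male RNA in female libraries.

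Marker scores that the paper does not report lay above all P30 mice at single ages in 4 of 42 comparisons (14 scores at 3 ages), where chance gives 5%. All 4 were among the 15 comparisons of the 5 scores of retinal cells and immediate early genes. The photoreceptor score was higher at P34 by 0.155 log2 units. The inner neuron score was higher by 0.379 at P34 and by 0.227 at P38, and the score of immediate early genes by 0.913 at P32. Each had all 3 cKO mice above all 3 P30 mice and an exact permutation p of at least 0.1, the smallest that 3 mice against 3 allow. Over all 9 cKO mice, the exact permutation p was 0.409 for the photoreceptor score and 0.282 for the inner neuron score. No technical explanation was tested for these shifts.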

How the results depend on the processing

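All alternatives were set before the data were examined, except the 3 covariates, which were chosen after seeing the data. The cause of each change below was not tested. No paired analysis was possible because the labels number the mice 1 to 12.

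Scores of ECM, signaling, oxido-reduction and melanogenesis genes stayed lower in the cKO mice at an exact p under 0.05 in every setting run, but these genes are the paper's selection from the same libraries, so this does not show that the groups were lower independently of that selection. Across fits that each left out one mouse, the melanogenesis difference ranged from -3.79 to -2.34. The cytoskeleton difference ranged from -3.20 to -1.69 and lost its exact permutation p under 0.05 without P30 replicate 2 or 3 (0.0545). With DESeq2's size factors in edgeR, the robust fit or no limit on the fold change, every gene count stayed within 1.5 times its value with the edgeR test and all 12 mice.

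Without a filter on low counts, 17 genes were lower and 6 higher at P32, 294 and 4 at P34 (45 of them ECM genes), and 15 and 3 at P38, with 26 lower in all cKO mice; 656 genes differed between P34 and P32, 115 between P38 and P34 and 201 between P38 and P32. With at least 10 counts in every sample, 3 genes were lower in all cKO mice. DESeq2 without shrinkage gave 17 lower and 8 higher at P32, 353 and 16 at P34 (49 ECM genes), 34 and 11 at P38 and 42 and 4 in all cKO mice, and 1406, 144 and 932 between the ages in the same order. With shrinkage it gave 29 and 5, 255 and 7 (45 ECM genes), 41 and 6, 25 lower in all cKO mice, and 913, 79 and 692 between the ages. On simulated counts in which P32 did not change, DESeq2 without and with shrinkage called 16 and 9 genes at P32, and edgeR 0. With only the 2 conditions in the fit, 205 genes were lower and 1 higher at P34, and 11, 70 and 1 differed between the ages. A contrast in the fit of 4 conditions gave 67 lower genes in all cKO mice.

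DESeq2 with shrinkage leaving out P30 mouse 1 gave 78 lower and 22 higher at P32, 262 and 1 at P34, 75 and 4 at P38, and 82 and 1 in all cKO mice. Leaving out P30 mouse 2 it gave 9 and 2 at P32, 202 lower at P34 (41 ECM genes) and 10 and 4 at P38. Leaving out P30 mouse 3 it gave 16 and 12, 214 and 57, 15 and 6, and 28 and 1. With sex as a covariate, 0 genes were lower in all cKO mice and 92 differed between P34 and P32. Without the covariate, 10 genes were lower in all cKO mice at the same threshold, and 293 at an unadjusted p. With the lens score, 50 genes were lower at P34 (13 ECM genes, 49 of the 50 among the 123), and 10 and 11 differed between P34 and P32 and between P38 and P34. With the ciliary body score the numbers were 28, 9, 15 and 13. At an unadjusted p, 329 genes were lower and 211 higher at P32, 1009 and 159 at P34 (86 ECM genes), 495 and 150 at P38, 293 and 58 in all cKO mice, and 2687, 709 and 2220 differed between the ages. Without the limit on the fold change, 1050 genes at P32, 1051 at P38 and 489 in all cKO mice had such a p. Chance gives a share of 0.05 of the 18628 genes tested, which P32 and P38 barely exceeded and all cKO mice did not reach.

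Across the 12 fits that each left out one mouse, genes lower at P32 ranged from 0 to 19 (higher 0 to 2), at P34 from 43 to 211 (higher 0 to 2), at P38 from 0 to 13 (higher 0 to 3) and in all cKO mice from 0 to 48. Genes that differed ranged from 14 to 2726 between P34 and P32, from 8 to 58 between P38 and P34 and from 0 to 1946 between P38 and P32, and ECM genes lower at P34 from 12 to 38.

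Of 184 log2 fold changes of named genes, 22 comparisons changed sign, 10 of them on leaving out one mouse and 12 under other alternatives. The Bfsp2 change at P32 ranged from -3.62 to 1.93 and in all cKO mice from -4.78 to 0.77 on leaving out one mouse, and was 0.35 and 0.032 with DESeq2 shrinkage leaving out P30 mouse 3. The Mtarc2 change at P34 ranged from -0.17 to 0.012 on leaving out one mouse, and was 0.0067 with DESeq2 shrinkage leaving out P30 mouse 1, 0.29 with the lens score and 0.38 with the ciliary body score. In all cKO mice it ranged from -0.11 to 0.14, and was -0.020 with DESeq2 shrinkage leaving out P30 mouse 2 and -0.11 with sex as a covariate. The Mitf change at P34 ranged from -0.22 to 0.18, and was -0.068 with DESeq2 shrinkage leaving out P30 mouse 1 and -0.10 with the ciliary body score. For Rab32 at P32 the range was -0.35 to 0.25, and 0.13 was found with DESeq2 shrinkage leaving out P30 mouse 3. For Npvf at P32 it was -0.92 to 0.16, with 0.0089 and 0.028 with DESeq2 shrinkage leaving out P30 mouse 1 and P30 mouse 2. Otherwise 1895 of the comparisons that left out one mouse were unchanged, 60 passed the threshold anew and 243 no longer passed, and under other alternatives these numbers were 1889, 358 and 93. Depth limits the genes at or under 3 counts at P34 (Wnt16, Wif1, Matn3 and Dsg1a), whose folds are bounds.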

Differences from the paper's values

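Log2 fold changes were compared with the paper's Table 2 at each age. Of the 95 values compared, 91 differed by more than the standard error, all in the same direction of change and all further from 0 here.

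Vcan changed by -3.03 at P34 on the log2 scale, against the paper's -1.711. Dcn had a log2 fold change of -2.85 at P32, -2.94 at P34 and -2.59 at P38, and the paper gives -0.58, -0.622 and -0.586. Bgn changed by -1.94 at P34 and -1.07 at P38 on the log2 scale, against the paper's -1.248 and -0.721. Myh11 had a log2 fold change of -4.66 at P32, -4.56 at P34 and -4.12 at P38, and the paper gives -1.278, -1.366 and -1.317. Bfsp2 changed by -3.04 at P32, -6.67 at P34 and -4.96 at P38 on the log2 scale, against the paper's -0.513, -0.596 and -0.576. Tagln had a log2 fold change of -2.61 at P32, -3.51 at P34 and -3.14 at P38, and the paper gives -1.151, -1.325 and -1.244. Myl9 changed by -1.56 at P32, -2.06 at P34 and -1.85 at P38 on the log2 scale, against the paper's -1.157, -1.337 and -1.212. Acta2 had a log2 fold change of -1.50 at P32, -4.73 at P34 and -2.90 at P38, and the paper gives -0.636, -0.961 and -0.796. Cnn2 changed by -1.76 at P34 on the log2 scale, against the paper's -1.046. Npsr1 had a log2 fold change of -1.98 at P32, -2.41 at P34 and -1.51 at P38, and the paper gives -0.974, -1.277 and -0.878. Angptl2 changed by -1.96 at P32, -3.38 at P34 and -1.73 at P38 on the log2 scale, against the paper's -1.161, -1.732 and -1.018. Thbd had a log2 fold change of -1.62 at P32, -1.72 at P34 and -1.63 at P38, and the paper gives -0.979, -1.053 and -1.002.

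Pld5 changed by -1.26 at P32, -1.69 at P34 and -1.29 at P38 on the log2 scale, against the paper's -0.948, -1.18 and -0.919. Papss2 had a log2 fold change of -0.87 at P32 and -1.08 at P34, and the paper gives -0.685 and -0.874. Wnt16 changed by -3.48 at P32 and -2.70 at P38 on the log2 scale, against the paper's -0.902 and -0.881. Wnt16 at P34 was at least 18.9-fold lower (a log2 bound of -4.24), and the paper gives a log2 fold change of -1.081. Wif1 had a log2 fold change of -2.10 at P38, and the paper gives -0.721. Wif1 at P34 was at least 21.2-fold lower (a log2 bound of -4.41), and the paper gives a log2 fold change of -1.064. Tyr changed by -2.53 at P32, -2.71 at P34 and -2.04 at P38 on the log2 scale, against the paper's -0.838, -0.955 and -0.791. Tyrp1 had a log2 fold change of -2.80 at P32, -3.73 at P34 and -2.53 at P38, and the paper gives -0.821, -1.027 and -0.838. Slc45a2 changed by -1.88 at P34 on the log2 scale, against the paper's -0.751. Pmel had a log2 fold change of -3.06 at P32, -4.21 at P34 and -3.13 at P38, and the paper gives -0.899, -1.054 and -0.93. Mlana changed by -2.86 at P32, -4.42 at P34 and -3.26 at P38 on the log2 scale, against the paper's -0.98, -1.162 and -1.028. Matn3 had a log2 fold change of -5.05 at P32 and -5.00 at P38, and the paper gives -0.643 and -0.682.

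Matn3 at P34 was at least 39.2-fold lower (a log2 bound of -5.29), and the paper gives a log2 fold change of -0.706. Tgm1 changed by -2.98 at P32, -4.62 at P34 and -3.71 at P38 on the log2 scale, against the paper's -1.068, -1.375 and -1.27. Tspan10 had a log2 fold change of -2.60 at P32, -2.76 at P34 and -1.98 at P38, and the paper gives -0.79, -0.88 and -0.711. Emilin2 changed by -2.52 at P32, -2.98 at P34 and -2.52 at P38 on the log2 scale, against the paper's -1.056, -1.19 and -1.079. C2 had a log2 fold change of -1.80 at P32, -2.09 at P34 and -1.91 at P38, and the paper gives -0.994, -1.076 and -1.005. Bace2 changed by -1.44 at P32, -2.91 at P34 and -1.73 at P38 on the log2 scale, against the paper's -0.906, -1.433 and -0.949. Edn3 had a log2 fold change of -3.79 at P34 and -2.28 at P38, and the paper gives -1.299 and -0.965. Stac changed by -1.76 at P34 and -1.28 at P38 on the log2 scale, against the paper's -1.098 and -0.822. Mdk had a log2 fold change of -1.59 at P34, and the paper gives -1.113. Gsta3 changed by -2.57 at P34 and -2.16 at P38 on the log2 scale, against the paper's -1.529 and -1.324. Ucp2 had a log2 fold change of -1.42 at P34 and -1.11 at P38, and the paper gives -0.989 and -0.78. Gpnmb changed by -3.47 at P32, -3.92 at P34 and -3.08 at P38 on the log2 scale, against the paper's -1.02, -1.163 and -1.035.

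Rab38 had a log2 fold change of -2.08 at P34, and the paper gives -1.134. Mlph changed by -2.80 at P32, -4.32 at P34 and -2.41 at P38 on the log2 scale, against the paper's -0.753, -0.986 and -0.754. Rab32 had a log2 fold change of -1.17 at P34, and the paper gives -0.654. Dct changed by -3.36 at P34 on the log2 scale, against the paper's -0.633. Dsg1a at P34 was at least 13.9-fold lower (a log2 bound of -3.80), and the paper gives a log2 fold change of -0.85.

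Of these 91 differences, DESeq2 with shrunken log2 fold changes and all 3 P30 mice, 1 of the alternatives set before the data were examined, brought 69 within the error and left 22. The same tool leaving out P30 mouse 1 brought 24 within it, leaving out P30 mouse 2 21, and leaving out P30 mouse 3 31. Unshrunken DESeq2 brought 2 within it, DESeq2's size factors in edgeR 1, no filter 1 and only the 2 conditions in the fit 5, and the robust fit and the filter of at least 10 counts in every sample brought 0 (the last on 71 of the 91). Leaving out a P30 mouse in edgeR brought 0 (mouse 1), 15 (mouse 2) and 12 (mouse 3) within it, and leaving out a cKO mouse 1 to 5. In all, 82 of the 91 were brought within the error by at least 1 alternative. The 9 that no alternative closed were Vcan at P34, Myh11 at P32, P34 and P38, Bfsp2 at P34, Pmel at P34 and P38, Mlph at P34 and Dsg1a at P34.

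The number of ECM family genes lower at P34 was 27, against the paper's >50. With DESeq2 it was 45 with shrinkage and 49 without, and 40, 41 and 35 with shrinkage leaving out P30 mice 1, 2 and 3 in turn. It was 45 without a filter on low counts, 39 with only the 2 conditions in the fit and 38 without P32 replicate 6. These numbers were less than 1.5 times below the paper's. The other settings were further below it, except the 86 at an unadjusted p and the 70 with adjustment over the 220 ECM family genes alone. The paper's Table 2 lists 50 of these 220 genes as lower at P34, so the choice of genes alone does not account for the difference.

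The paper states that Mtarc2 and Far2 were downregulated. Here neither passed the threshold at any age in any setting, and their log2 fold changes at P34 were -0.07 and 0.36. The paper states that cytochrome subunits of the respiratory chain were among the downregulated genes, and 0 of the 28 respiratory chain cytochrome and cytochrome c oxidase genes were lower at P34 (for all 125 genes of the respiratory chain and cytochrome families, 6 at an unadjusted p and 1 with shrunken DESeq2). The paper states early and constant downregulation. All 30 genes of Fig. 5D had negative log2 fold changes at P32, P34 and P38 here (medians of -1.97, -2.96 and -2.13), while 0 of the 30 passed at P32 and 0 at P38, against 21 at P34. Settings that called the Fig. 5D genes at P32 and P38 were shrunken DESeq2 (19 and 23), unshrunken DESeq2 (11 and 18), no filter on low counts (14 and 11), an unadjusted p (27 and 30), and shrunken DESeq2 leaving out P30 mouse 1 (25 and 28), mouse 2 (5 and 6) or mouse 3 (9 and 9). Leaving out P30 mouse 1 in edgeR called 14 and 11.

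Table 2 lists 38, 378 and 81 genes as lower and 5, 41 and 26 as higher at P32, P34 and P38. Of these, 0, 115 and 0 were lower and 0 higher here, and shrunken DESeq2 called 25, 237 and 35 lower and 3, 7 and 4 higher. Unshrunken DESeq2 called 15, 263 and 29 lower and 3, 8 and 4 higher, and no filter on low counts gave 15, 205 and 14 lower and 3, 1 and 2 higher. Shrunken DESeq2 leaving out P30 mouse 1 called 33, 228 and 49 lower. Leaving out P30 mouse 1 in edgeR called 17 of them lower at P32 and 13 at P38. The shares of variance on the first 2 principal components, 43.2 and 15.8%, were within 1.5 times of those in Fig. 5B, read by eye as about 31 and about 17%.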

Other observations

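The tests of RPE and other tissue carried along, of single P30 mice, of RPE markers and of retinal markers were planned, and the correlations over 10 mice, the comparisons of P30 mice 2 and 3 with the 10 other mice and all other tests were chosen only after the results were seen.

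The genes of the 5 functional groups were lower in cKO than in P30 retinas in a pattern carried by P30 mice 2 and 3. One hypothesis is that the P30 dissections held more tissue from beside the retina. Of 8 marker scores of non-retinal tissues, the connective tissue score (13 genes) was higher at P30 by 0.57 log2 units, with 3.09 ± 0.38 (SD, n = 3) against 2.52 ± 0.35 (SD, n = 9), exact permutation p = 0.0455 and 0.580 after Benjamini-Hochberg adjustment over 15 marker scores, so it did not pass the correction. P30 mice 2 and 3 lay above all 9 cKO mice. The smallest exact p of the 7 other non-retinal scores was 0.214. Among these, the smooth muscle score was a weak test. Its genes Sncg, Mylk and Synpo2 were high in every mouse (P30 means of 117.8, 147.5 and 38.22 CPM). It left out Myh11, Acta2, Tagln and Myl9, which are part of the pattern to be explained. None of the 8 scores was chosen for choroid, iris or melanocytes, so such tissue was not tested. Over the 10 mice other than P30 mice 2 and 3, the connective tissue score had a Spearman's rho of 0.370 with the melanogenesis score (permutation p = 0.297) and the ciliary body score a rho of 0.661 (permutation p = 0.0429, 0.193 after adjustment over 9 relations). Pearson's r for the ciliary body score was 0.881 (permutation p = 0.00502, 0.0452 after adjustment), and 0.907 without the 2 mice farthest from its median. The 9 cKO mice alone gave r = 0.882. The cornea score had a rho of 0.673 (permutation p = 0.0390, 0.193 after adjustment). These relations leave out the 2 mice that carry the pattern. The lower connective tissue score of P30 mice 2 and 3 lay 0.383 log2 units above the highest of the 10 other mice, but their lower ciliary body, cornea and lens scores lay below the highest of the others (-1.44, -3.66 and -6.55), so those 3 tissues do not follow the pattern across all 12 mice. Of the 13 connective tissue genes, 8 belong to the ECM families, which are part of the pattern to be explained. The score of the 5 others (Pdgfra, Pdgfrb, Mgp, Igfbp6 and Prrx1) differed by -0.41 between cKO and P30 (exact permutation p = 0.245), and the lower of its values in P30 mice 2 and 3 lay below the highest of the 10 other mice (-0.373). Genes outside the ECM thus gave no evidence of connective tissue carried along, and the ECM genes cannot tell it from the pattern itself.

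Other explanations were tested for the same pattern. The melanogenesis score difference was 132.5% of its size without P30 mouse 1, 81.8% without P30 mouse 2 and 85.7% without P30 mouse 3, and 109.2% in the female mice alone. The RPE marker score differed by -0.0134 log2 units, so a general loss of RPE RNA was not seen. Over the 9 cKO mice, the exact permutation p was 0.409 for the photoreceptor score and 0.282 for the inner neuron score. At single ages, all 3 cKO mice lay below all P30 mice for the photoreceptor score at P32 (-0.0762) and above them at P34 (0.155), and above them for the inner neuron score at P34 (0.379) and P38 (0.227). A lower OTX2 activity in the RPE, as the paper proposes, remains a possible biological explanation only if it largely spared the RPE marker genes. The paper's Introduction counts visual cycle genes among those that OTX2 controls in the RPE. The RPE marker score, with Rpe65 and Lrat among its genes, showed no fall beyond the spread between P30 mice. Which of its genes are OTX2 targets was not examined. These tests do not separate a lower OTX2 activity from ECM-rich tissue carried along, and no score of pigment cells outside the RPE was computed.

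P30 mouse 1 lay at or near the level of the cKO mice for these genes. Its library was the deepest. At the depth of P30 mouse 3 its melanogenesis score was 3.48, the same as at full depth. CPM are already relative to the library total, so thinning could hardly move this score and does not test depth as a cause. Its Otx2 level of 292.7 CPM cannot tell a control from a cKO mouse, since the paper states that the deletion leaves the transcript level unchanged. In the paper's Table 1 the ratio of exon 5 to exon 4 reads was 0.401 for P30 sample 1, the highest of the 12, against 0.179 to 0.318 in the cKO mice and 0.342 and 0.280 in the 2 other P30 samples. If Table 1 numbers the mice as the sample labels do, this measure does not place P30 mouse 1 with the cKO mice, and goes against a mislabelled sample. Of 13 connective tissue genes, 2 were highest in P30 mice 2 and 3, at the 95.7th percentile of 10000 random lists matched on expression, but both (Col1a1 and Lum) are ECM genes and do not measure carried-along tissue apart from the pattern. Of 11 RPE genes 0 were (percentile 0), which was also the median of the random lists, so this count does not inform on RPE content. By the RPE marker score, P30 mouse 3 was the highest of the 12 mice (4.26) and P30 mouse 2 had 3.203, below 8 of the 9 cKO mice, so more RPE in both mice was not seen.

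Splits of the same mice into groups of the same sizes gave, for P32 against P30, as many genes as the real split (0) in 10 of 10 splits, and up to 44 in another. The split with 44 set P30 mice 1 and 2 and P32 mouse 6 (lens scores of 3.31 to 7.92) against P30 mouse 3 and P32 mice 4 and 5 (9.59 to 9.96). The real split had 329 lower and 211 higher genes at an unadjusted p. For P34 against P30, 1 of 10 splits gave as many as 123, the real one, and the next had 1. For P38 against P30, 10 of 10 gave as many as the real 0, with up to 3, and the real split had 495 lower and 150 higher at an unadjusted p. Without the limit on the fold change, 1050 genes at P32 and 1051 at P38 had such a p. Both were little above the share of 0.05 of the 18628 genes tested that chance gives. For all cKO mice against P30, 4 of 100 splits drawn gave as many as 10 genes, and 1 gave 519. The split with 519 set P32 mouse 4, P34 mouse 7 and P38 mouse 10, all male, against the rest. Of all libraries, theirs had the lowest shares of reads on no gene (8.67, 6.53 and 7.53%). Their shares without a unique position were the highest (32.2, 29.3 and 28.5%). Libraries that differ in these shares thus gave more genes than the cKO comparison, and neither share was used as a covariate. For P34 against P32, 1 of 10 gave as many as 45. For P38 against P34, 1 of 10 gave as many as 37. For P38 against P32, 10 of 10 gave as many as 0 (2220 at an unadjusted p in the real split). With 3 mice against 3, the share cannot go under 0.1.

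Many genes differed between P32 and the later ages under some settings, such as 692 with shrunken DESeq2 and 1946 when P32 mouse 6 was left out. Across genes, the log2 fold change between P38 and P32 had a Spearman's rho of 0.398 with exon length and -0.163 with transcript GC, where genes are not independent replicates. The rho of each library's deviation with exon length ranged from -0.454 in P32 mouse 4 to 0.338 in P38 mouse 11. A length-dependent difference between libraries could thus account for part of these counts.

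In 21 genes on 10 chromosomes, the 12 mice fell into a high and a low set at least 3.5 log2 units apart. On chromosome 2, Gm14295, Zfp970, Gm14403 and Gm14325 (chosen after their values were seen) lie between 176798612 and 177840336 and were high in P30 mice 1 and 2, P32 mouse 6 and P38 mice 10 and 11. In all, 3 neighbouring pairs shared the same set of mice, which 1 of 100 shuffles matched. A candidate explanation is a segregating strain haplotype that differs from the reference. Gm6969, Gm13394 and Myh11 of these 21 genes were among the 123 genes lower at P34, so the calls of Gm6969 and Gm13394 could reflect genotype.

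Of the photoreceptor genes, Sag, which encodes arrestin-1, had a log2 fold change of 0.02, 0.13 and 0.34 at P32, P34 and P38, and Crx -0.01, 0.07 and 0.11, with adjusted p of at least 0.852 in edgeR's quasi-likelihood test. Gfap changed by -0.75, 0.42 and 0.26 (adjusted p of at least 0.698 in the same test). The paper's Table 2 values lay closest to shrunken DESeq2 fold changes with all 3 P30 mice, with a median absolute difference of 0.0988, 0.0553 and 0.0641 at P32, P34 and P38, against 0.207, 0.121 and 0.162 without P30 mouse 1, the mouse that Fig. 5D leaves out. Twist1, Twist2, Actg2, Myh2, Krt14, Tfec and Slc4a1 had too few counts to be tested. The largest estimated change against P30 was that of the Y-linked gene Uty at P34, which follows the sex of the mice. Between the cKO ages the largest were those of BC048679 (P34 against P32), Zfp970 (P38 against P34) and Trim12a (P38 against P32), none with an adjusted p of at most 0.05 in edgeR's quasi-likelihood test.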
